# Maternal sevoflurane exposure induces temporary defects in interkinetic nuclear migration of radial glial progenitors in the fetal cerebral cortex through the Notch signalling pathway

**DOI:** 10.1111/cpr.13042

**Published:** 2021-05-06

**Authors:** Ming Jiang, Tianxiang Tang, Xinyue Liang, Juchen Li, Yue Qiu, Shiwen Liu, Shan Bian, Yunli Xie, Fang Fang, Jing Cang

**Keywords:** interkinetic nuclear migration, neurogenesis, Notch, radial glial progenitor, sevoflurane

## Abstract

**Objectives:**

The effects of general anaesthetics on fetal brain development remain elusive. Radial glial progenitors (RGPs) generate the majority of neurons in developing brains. Here, we evaluated the acute alterations in RGPs after maternal sevoflurane exposure.

**Methods:**

Pregnant mice were exposed to 2.5% sevoflurane for 6 hours on gestational day 14.5. Interkinetic nuclear migration (INM) of RGPs in the ventricular zone (VZ) of the fetal brain was evaluated by thymidine analogues labelling. Cell fate of RGP progeny was determined by immunostaining using various neural markers. The Morris water maze (MWM) was used to assess the neurocognitive behaviours of the offspring. RNA sequencing (RNA‐Seq) was performed for the potential mechanism, and the potential mechanism validated by quantitative real‐time PCR (qPCR), Western blot and rescue experiments. Furthermore, INM was examined in human embryonic stem cell (hESC)‐derived 3D cerebral organoids.

**Results:**

Maternal sevoflurane exposure induced temporary abnormities in INM, and disturbed the cell cycle progression of RGPs in both rodents and cerebral organoids without cell fate alternation. RNA‐Seq analysis, qPCR and Western blot showed that the Notch signalling pathway was a potential downstream target. Reactivation of Notch by Jag1 and NICD overexpression rescued the defects in INM. Young adult offspring showed no obvious cognitive impairments in MWM.

**Conclusions:**

Maternal sevoflurane exposure during neurogenic period temporarily induced abnormal INM of RGPs by targeting the Notch signalling pathway without inducing long‐term effects on RGP progeny cell fate or offspring cognitive behaviours. More importantly, the defects of INM in hESC‐derived cerebral organoids provide a novel insight into the effects of general anaesthesia on human brain development.

## 1 INTRODUCTION

Based on numerous studies in rodents and non‐human primates,^1^ the US Food and Drug Administration issued a warning that ‘repeated and lengthy use of general anaesthetics in children younger than three years or pregnant women during their third trimester may affect the development of children's brains’ (http://www.fda.gov/Drugs/DrugSafety/ucm532356.htm). Large‐scale clinical studies (GAS,^2^ PANDA,^3^ MASK,^4^ Canadian population‐based studies,^5^, ^6^ ALSPAC^7^ and the prospective clinical trial GAS)^8^ provided no evidence of clinically and statistically significant neurological defects in young children exposed to general anaesthetics. Controversy still exists regarding whether or how general anaesthetics affect neurodevelopment.^9^, ^10^ More importantly, these concerns might delay the necessary procedure and result in an adverse consequence.

It has been reported that 0.75%‐2% of pregnant women undergo non‐obstetric surgeries, and most of these surgeries are performed during the first two trimesters under general anaesthetics,^11^, ^12^, ^13^ which is a crucial period for neurogenesis.^14^ In mice, neurogenesis begins around embryonic day 10.5 (E10.5).^15^ Radial glial progenitors (RGPs), derived from neuroepithelial cells to form the ventricular zone (VZ) in the embryonic brain, give rise to most, if not all, pyramidal neurons. Unlike other progenitors, RGPs are bipolar cells with their apical processes anchored at the apical of the ventricle and basal processes to contact the basal lamina.^16^ The principal character of RGPs is interkinetic nuclear migration (INM), which describes the movement of nuclei along the apical‐basal axis synchronized with the cell cycle. In detail, nuclei move away from the apical surface during the G1 phase and stay at the basal side of the VZ during S phase. During the G2 phase, they return to the apical surface and undergo mitosis at the apical surface of the VZ.^17^ INM is vital for the efficient and continued production of neurons.^18^ Newborn pyramidal neurons migrate along the basal process of RGPs to form the six‐layered structure of the neocortex in an ‘inside‐out’ manner.^14^ The sequential generation of early‐born deep‐layer neurons followed by late‐born superficial‐layer neurons ensures the laminar organization of the mature neocortex during embryogenesis.^19^ Disruptions in neural progenitor maintenance and the balance between proliferation and differentiation have been shown to contribute to many neurodevelopmental disorders.^20^ Recently, INM was also proposed to underlie the pathogenesis of Huntington's disease and to be responsible for the abnormalities that occur in the developing cortex in Huntington's disease patients, including changes in mitosis and cell cycle progression.^21^

Clinically, sevoflurane is the most commonly used anaesthetic in pregnant women undergoing non‐obstetric surgery. Our previous studies on fetal brains have demonstrated that maternal sevoflurane exposure induces the abnormal proliferation of neural progenitors.^22^, ^23^ However, the potential mechanism remains elusive.

In this study, we found that maternal sevoflurane exposure transiently induced defects in the INM of RGPs during the peak of neurogenesis in the fetal brains via the Notch signalling pathway without eliciting long‐term effects. The same phenomena were observed in hESC‐derived cerebral organoids. These findings provide a novel insight into the effects of general anaesthetics on human brain development.

## 2 MATERIALS AND METHODS

### 2.1 Experimental animals

All procedures were approved by the Animal Care and Use Committee of Fudan University and followed institutional guidelines. Eight‐week‐old C57Bl/6 mice were obtained from the SLAC Laboratory. Animals were housed under controlled illumination (12 hours light/dark) and temperature (23‐24°C) with free access to food and water. Male and female mice were mated in a 1:2 ratio. The day of vaginal plug detection was defined as E0.5. Mouse embryos at E14.5 to E16.5 obtained from timely pregnant mice were used for experiments. For evaluating long‐term cognitive functions upon maternal sevoflurane exposure, two‐month‐old male mice were subjected to the Morris Water Maze (MWM) tests.

### 2.2 Human ESC culture and cerebral organoid culture

Human embryonic stem cells (hESCs) were obtained from WiCell, and cultured in a feeder‐free condition. Cells were maintained with mTeSR medium (Stemcell Technologies) on the Matrigel‐coated 6‐well plates at 37°C supplied with 5% CO_2_. Cells were cultured and passaged using standard procedures according to the previous description.^24^ Normal karyotype and contamination‐free were confirmed.

Cerebral organoids were cultured as a previous publication^25^ with slight modifications. Briefly, H9 hESCs were treated with 0.5 mmol/L EDTA and Accutase to obtain single‐cell suspension. Embryoid bodies (EBs) were generated with 9000 cells/well in the U‐bottom, Ultra low‐attachment 96‐well plates (Corning) with 150 µL of mTeSR medium containing 1xRevitaCell supplement (Gibco) at day 0. Fresh mTeSR medium without RevitaCell supplement was fed to EBs at day 3. At day 5, EBs were transferred into Neural Induction (NI) medium, and medium was exchanged with fresh NI medium every second day for 6 days. EBs were then embedded into Matrigel droplets, and cultured in differentiation medium without vitamin A and shaking. Five days later, cerebral organoids were cultured in differentiation medium supplied with vitamin A on an orbital shaker. Media were exchanged every 5 days until day 30, and used for further experiments.

### 2.3 Drugs and antibodies

Drugs and antibodies used in this study can be found in Table S1.

### 2.4 Animals anaesthesia

According to the previous protocol,^26^ minimum alveolar concentration (MAC) of C57Bl/6 mice was tested and 2.5% sevoflurane (approximately 0.9 MAC) was adopted in this study. At E14.5, E15.5 and E16.5, which is corresponding to the first two trimesters in human,^14^ the pregnant mice were randomly assigned into Control (Ctr) groups with 100% O_2_ exposure or sevoflurane‐treated groups (Sevo) with 2.5% sevoflurane exposure carried in 97.5% O_2_ for 6 hours (hrs) as previously.^23^ The mice in the Sevo group were anaesthetized in a box that was 20 × 30 × 20 cm^3^. A warm pad was used to avoid hypothermic. Arterial blood was sampled after 6 hrs of anaesthesia (data not shown) to guarantee the adequacy of ventilation and oxygenation. Caesarean sections were performed to extract embryonic brains at the end of O_2_/Sevoflurane treatment or 24 hrs after treatment.

### 2.5 Anaesthesia of hESC‐derived 3D cerebral organoids

Cerebral organoids were randomly assigned to Ctr group and Sevo group. Because the water/gas partition coefficient of sevoflurane is half lower than the blood/gas partition coefficient, the concentration of 4.1% sevoflurane was used in vitro instead of 2.5% in vivo as in our previous study.^22^, ^27^ In brief, the Sevo group was exposed to 4.1% sevoflurane in a 5% CO_2_ incubator, while the Ctr group was placed in another 5% CO_2_ incubator without anaesthesia. Both groups were incubated at 37°C for 6 hrs and then analysed after the treatment.

### 2.6 In utero electroporation (IUE)

IUE was performed according to a previous publication.^28^ Plasmids of pCAGEN‐SBP‐DICER1 (#50558), pCAGGS‐NICD (#26891) and pCAG‐GFP (#11150) were purchased from addgene. Mouse Jag1 was amplified and cloned into HindIII/BamHI sites of p3xFLAG‐CMT‐14 vector. Pregnant mice at E13.5 were anaesthetized with isoflurane (3% for induction and 2% during surgery for maintenance). A 1.5 cm incision was made along the linea alba in the lower abdomen, and the uterine horns were exposed. Desired plasmids (1.5 mg/mL) diluted in 1ul sterile Tris‐EDTA buffer (pH 7.4), which contained Fast Green (Sigma), were injected into the lateral ventricle of embryos at E13.5. Five 50 ms pulses of 33 V with 950 ms intervals were applied with a BTX electroporation system (ECM830). After electroporation, the uterine horns were placed back and the incision was sutured. The embryonic brains were used for further experiments at E15.5.

### 2.7 Immunofluorescence

Timely embryonic brains were fixed with 4% paraformaldehyde in PBS overnight and transferred to 30% sucrose in PBS for 24 hrs. Brains were embedded in tissue‐Tek OCT Compound (Sakura) and cryosectioned into 14 μm thickness. Cryosections were permeated in 0.5% Triton X‐100 in PBS for 30 minutes, and incubated with blocking solution (0.3% Triton X‐100, 5% normal donkey serum in PBS) for an hour at room temperature. After incubation with the primary antibody at 4°C overnight, sections were incubated with fluorescence‐conjugated secondary antibodies and DAPI (0.5 μg/mL in PBS, Sigma) for nuclei staining. Slices were mounted with aqua‐poly/mount (Polysciences). EdU staining was performed using the Click‐iT EdU Alexa Fluor^®^ 647 kit (Thermo Fisher Scientific) according to the manufacturer's instructions.

### 2.8 Western blot

Fetal cerebral cortex from both Ctr and Sevo groups at E14.5 was lysed in the lysis buffer and centrifuged at 13 000 rpm for 30 minutes at 4°C. The supernatant was collected and mixed with SDS‐PAGE Protein Loading Buffer (Yeasen), then boiled at 95°C and separated by 10% SDS‐polyacrylamide gel electrophoresis (PAGE). The proteins were transferred onto polyvinylidene difluoride membranes. The membranes were incubated with 5% non‐fat dry milk for 2 hrs at room temperature and primary antibody at 4°C overnight. After washed by TBST three times, the membranes were incubated with secondary antibody for 1 hr at room temperature, followed by washing with TBST three times. Blots were detected by ECL luminescence reagents (BBI) and imaged using ChemiDoc Imaging System (Bio‐rad). The bands were quantified by densitometry (ImageJ) to determine the expression of the protein. The ratio of band density of NICD over GAPDH was calculated.

### 2.9 Image acquisition and analysis

For statistics, at least three embryos from different pregnant mice were used in each group. Images were acquired by fluorescence microscopy (Nikon) and processed by NIS‐Elements AR (Nikon) and ImageJ. To analyse the distribution of BrdU+ ​or EdU+ ​cells, the VZ or the cortex was divided into 10 bins or 5 bins as described previously.^28^

### 2.10 RNA‐Seq and analysis

Total RNA was isolated from both Ctr group and Sevo group embryonic cerebral cortex at E14.5 using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer's instructions. RNA‐Seq was performed at Shanghai Majorbio Bio‐pharm Technology Co., Ltd. The data were analysed on the free online platform of Majorbio Cloud Platform (www.majorbio.com) and Metascape (metascape.org). Differential expression analysis was performed using DESeq2 with a cut‐off of FDR <.05 and abs (log_2_FC) >1.0. The heatmap and volcano plots were generated using R programming language, and the results of GO enrichment analysis were presented using Metascapse.

### 2.11 Quantitative real‐time PCR (qPCR)

Total RNA was isolated, and the cDNA was synthesized using Hifair III First‐Strand cDNA Synthesis Kit (Yeasen). QuantStudio 3 Real‐Time PCR Systems was used for quantitative real‐time PCR (Thermo Fisher Scientific) was used for qPCR with SYBR Green Master Mix (Yeasen). QuantStudio Design & Analysis Software (Thermo Fisher Scientific) was used for quantification with data normalized to the level of GAPDH mRNA. Each sample was measured in triplicate and the 2^−ΔΔ^ *^C^* ^t^ method was used. Primers used can be found in Table S2.

### 2.12 Morris water maze

Pregnant mice exposed to O_2_ or sevoflurane for 6hrs at E14.5 and the male adult offspring from both Ctr group and Sevo group (n = 20 in each group) were tested in MWM at P60 according to the published protocol.^29^ The young adult offspring were given training for five consecutive days (P60‐P64) and probed trails on the sixth day (P65). Mice were placed under a heated lamp for 5 minutes after each trial and then were put back to the regular cages. All tracks were recorded and analysed by EthoVision XT 8.5 (Noldus).

### 2.13 Statistical analysis

Data analysis and graphical presentation were performed using GraphPad Prism 8. Two‐tailed unpaired Student's *t* test was performed for comparison of two groups of data in this study. Two‐way ANOVA with repeated measurements with Bonferroni's *post hoc* was used to analyse the difference of escape latency in MWM and the distribution of BrdU‐positive or EdU‐positive cells in the VZ or in the cortex. At least three brain slices were analysed to obtain the mean number labelled by different neural markers per 100 μm surface length. Data are presented as mean ± SEM, and *P* < .05 was considered as statistically significant.

## 3 RESULTS

### 3.1 Maternal sevoflurane exposure impairs the INM of the mouse RGPs during the neurogenic period

In rodents, neurogenesis peaks at E14.5 and ceases at E16.5.^30^ To investigate the effects of sevoflurane on the RGPs during the neurogenic period, BrdU (50mg/kg) was administered into pregnant mice to label S phase RGPs at E14.5, E15.5 or E16.5 before they were treated with 6 hrs O_2_ or sevoflurane (Figure S1A). Surprisingly, BrdU+ ​RGPs in the Sevo groups were mainly located on the basal side of the VZ, while those in the Ctr groups were located on the apical side of the VZ (Figure [Link], [Link], [Link]B‐G). However, both Ctr and Sevo groups exhibited a similar number of BrdU labelled cells (Figure [Link], [Link], [Link]H).

The principal character of RGPs is INM, which plays an important role in neurogenesis.^31^ RGPs undergoing INM can be identified by thymidine analogues labelling: BrdU or EdU.^28^ To investigate the effects of sevoflurane on the basal‐apical INM progression, the localization of RGP nuclei was assessed 30 minutes, 2 hrs and 6 hrs after treatment with either O_2_ or Sevoflurane at E14.5 by the administration of BrdU to label cells in the S phase, the S‐G2 phase and the G2‐M phase, respectively (Figure 1A,C,E). We found that, after the exposure for 30 minutes which was equal to the S phase, most BrdU+ ​RGPs were located in the basal side of the VZ in both Ctr and Sevo cortices (Figure 1A,B). However, when some BrdU+ ​cells returned to the apical surface of the VZ in the Ctr group after treatment for 2 hrs, all the BrdU‐labelled RGPs in the Sevo group still stayed at the basal side of the VZ (Figure 1C,D). With the INM progression and duration of sevoflurane exposure extending to 6hrs, the majority of labelled cells returned to the apical side of the VZ in the Ctr group, while the most BrdU + cells were confined to the basal side of the VZ in the Sevo group (Figure 1E,F). To directly detect the progression of apical‐basal INM, the EdU (5 mg kg^‐1^) was injected 4 hrs before exposure to label cells in the M‐G1 phase (Figure 1E). Similarly, when the EdU‐labelled RGPs of the Ctr group moved basally, EdU+ ​cells in the Sevo group were arrested in the apical surface of the VZ (Figure 1G). In addition, the number of PH3 + cells (mitotic marker) decreased in the Sevo group (Figure H,I) which was further demonstrated that the nuclei failed to move. Taken together, our data indicate that the INM progression is impaired by maternal sevoflurane exposure.

**FIGURE 1:**
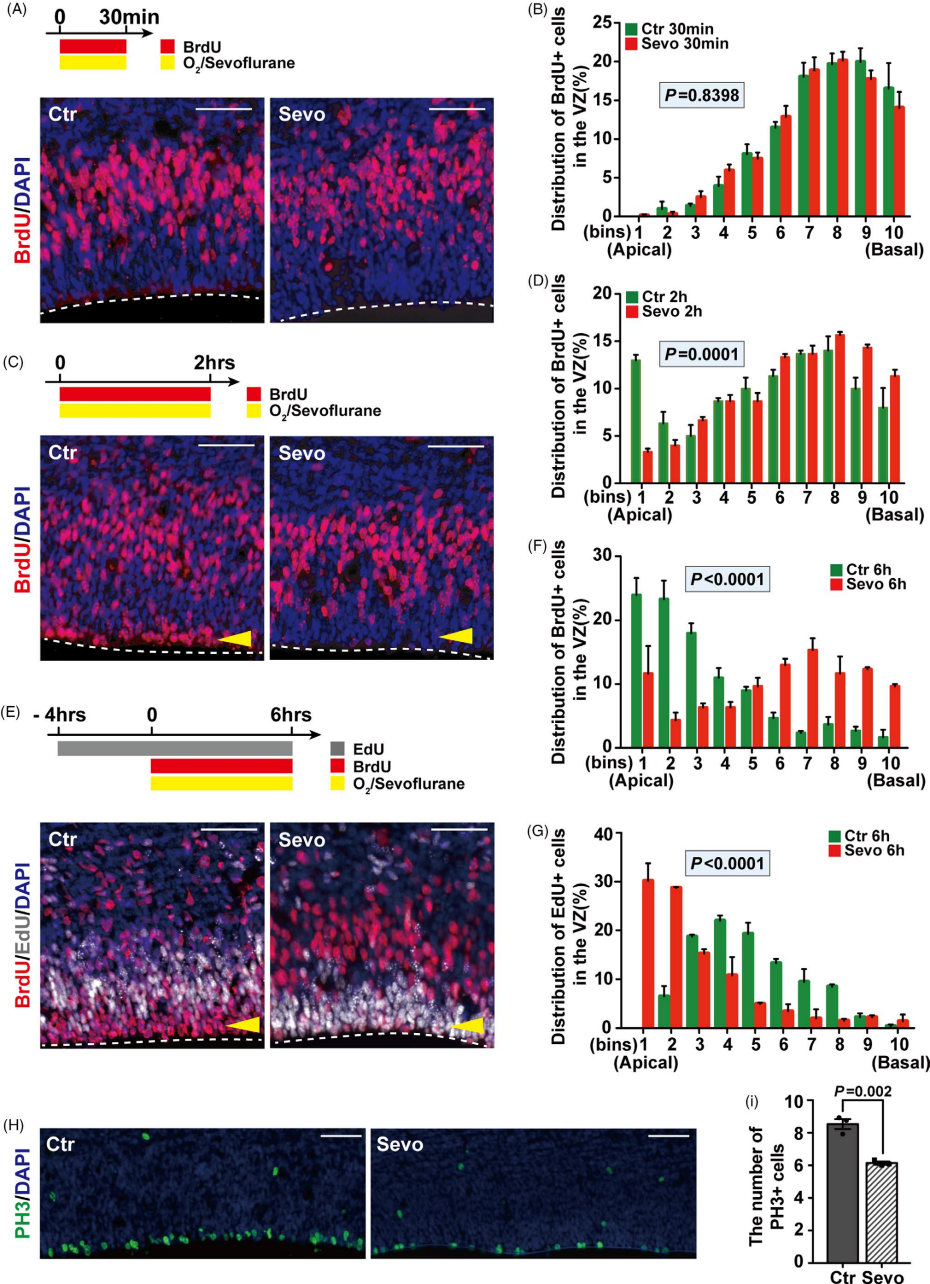
Maternal sevoflurane exposure impairs the INM of RGPs. (A, C, E) Representative images of sections from embryonic brains that were exposed to sevoflurane for 30 min (A), 2hrs (C) and 6hrs (E) stained for BrdU or EdU in both Ctr and Sevo groups. The VZ surface is outlined by a dashed line. (B, D, F, G) Quantification of the distribution of BrdU+ ​cells or EdU+ ​cells in each bin (the VZ was divided equally into 10 bins) after treatment for 30 min (B), 2hrs (D), 6hrs (F, G). Bin 1 starts from the apical surface. n = 3 for each group. (H) Representative images for PH3 in cortices of the Ctr and the Sevo groups. (I) Quantification shows the decreased number of PH3 + cells after sevoflurane exposure. n = 3 for each group. Data are presented as mean ± SEM. Scale bars represent 50 μm

### 3.2 Maternal sevoflurane exposure disturbs the cell cycle progression

INM is associated with the neurogenic process, which can influence RGP progeny.^31^ To determine the effects of impaired INM on neurogenesis, we used the proliferation marker Ki67 to label proliferating RGPs 24 hrs after treatment as shown in Figure 2A. Immunostaining of the embryonic cortex showed that the ratio of cells within the cell cycle (BrdU+Ki67+ cells /BrdU+ cells) increased (Figure 2B,C) in the Sevo group without a difference in the number of BrdU+ or Ki67+ ​cells (Figure S2A,B), which suggested that maternal sevoflurane induces cell cycle arrest. Besides, the distribution of BrdU+ ​cells in the VZ still maintained abnormal 24 hrs after treatment (Figure 2D).

**FIGURE 2:**
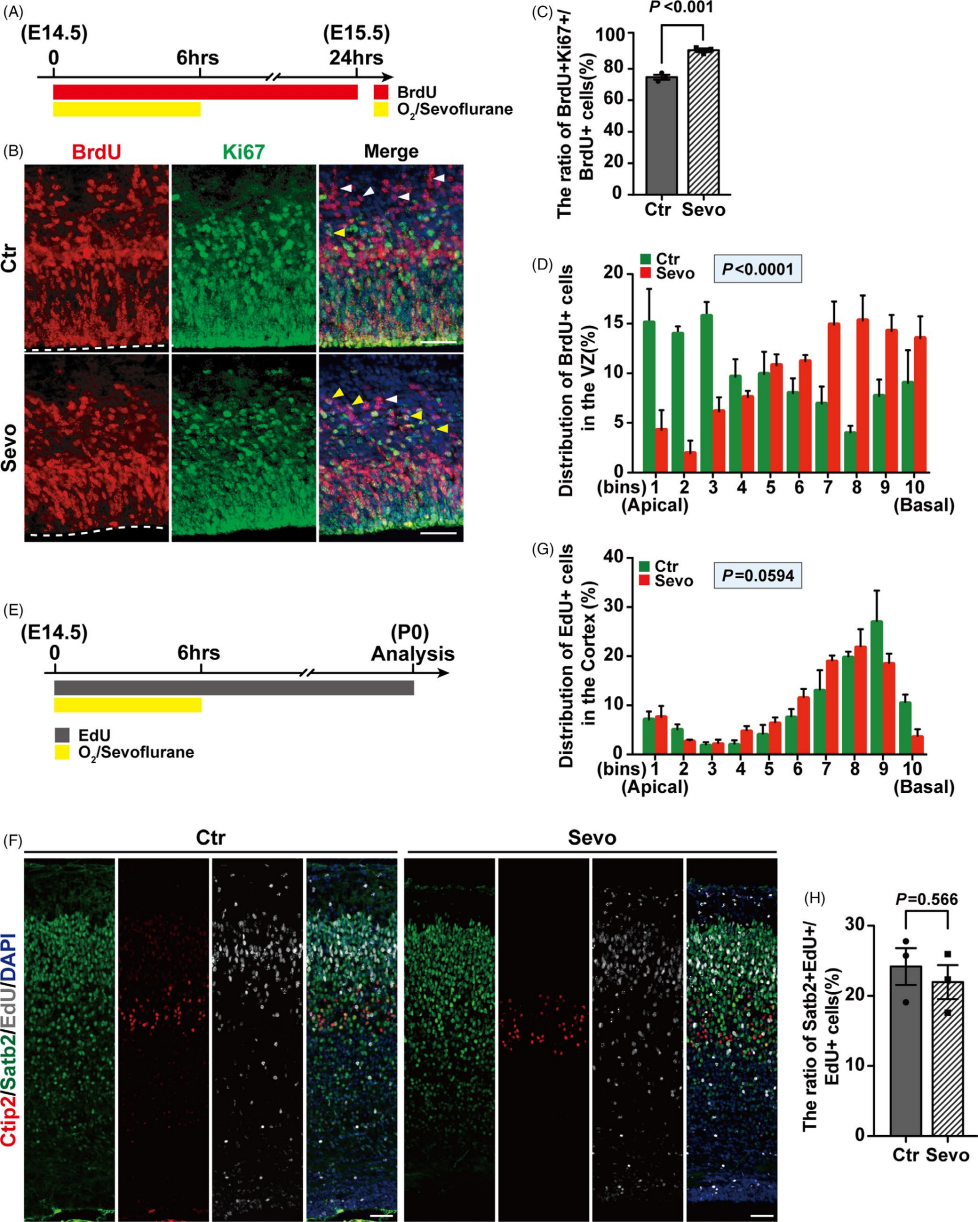
Maternal sevoflurane exposure disturbs cell cycle progression. (A, B) Representative images of sections from embryonic brains 24hrs after treatment on E14.5 (A) stained for BrdU and Ki67 (B). The VZ surface is outlined by a dashed line. (C) Quantifications show the ratio of BrdU+Ki67+ cells/BrdU+  cells was increased in the Sevo group compare to the Ctr group. The yellow arrows indicate the cells co‐labelled with BrdU and Ki67, while the white arrow only labelled with BrdU. n = 3 for each group. (D) Quantification of the distribution of BrdU+ ​cells in each bin (the VZ was divided as Figure 1). n = 3 for each group. (E) Schematic diagram of the timing of sevoflurane exposure at E14.5 and analysis at P0. (F) Representative images of embryonic cortices at P0 stained with EdU, Ctip2 and Satb2. (G) Quantification of the distribution of EdU+ ​cells in each bin (the cortex was divided equally into 10 bins) after prenatal treatment at P0. Bin 1 starts from the apical surface. n = 3 for each group. (H) Quantifications for the ratio of Satb2+EdU+  cells/EdU+ ​cells after prenatal treatment between the two groups at P0. n = 3 for each group. Data are presented as mean ± SEM. Scale bars represent 50 μm

RGPs undergo either symmetric divisions to expand the progenitor pool or asymmetric divisions to generate neurons and intermediate progenitors (IPs).^15^ The embryonic cortex was immunostained with the RGP marker Pax6 and the IP marker Tbr2 24 hrs after exposure (Figure [Link], [Link]). There was no significant difference in the number of RGPs or IPs between the two groups (Figure [Link], [Link]), suggesting that sevoflurane treatment did not alter the fate of progenitors during cortical development. To further confirm the cell fate of RGP progeny, RGPs in S phase were labelled with EdU (50 mg/kg) before treatment (Figure 2E). The cortices of offspring were immunostained with the deep‐layer neuron marker Ctip2^32^ and the superficial‐layer neuron marker Satb2^33^ at P0 (Figure 2F). We found the distribution of EdU+ ​cells in the whole cortex and the generation of superficial‐layer neurons showed no difference in Ctr and Sevo groups (Figure 2G,H and Figure S2H,I). Additionally, no Ctip2+EdU+ cells were found in neither group, which indicated that only superficial‐layer neurons were involved in maternal sevoflurane exposure at E14.5. These results suggest that although sevoflurane exposure during the neurogenic period leads to a disturbance in the cell cycle of RGPs, neurons generation is not affected.

### 3.3 Sevoflurane exposure impairs the INM of RGPs in the human cerebral organoids

Organoids derived from pluripotent stem cells are able to self‐assemble to mimic early developmental processes.^34^ Previous studies showed that cerebral organoids display a similar organization to that of the developing human brain in the early stage.^25^ Hence, to understand the potential relevance of the rodent data described above to humans, hESC‐derived 3D cerebral organoids were used. On day 30, the cerebral organoids were pulsed with BrdU and treated with or without sevoflurane for 6hrs (Figure 3A). Pax6 was used as a marker of RGPs in the VZ‐like structure (Figure 3B,C). Importantly, we found a similar altered distribution of the BrdU‐labelling cells of Pax6+ ​RGPs (Figure 3D) as in rodents (Figure 1F) upon sevoflurane treatment. Therefore, our results indicate that sevoflurane exposure also impairs the INM of cerebral organoids derived from human embryonic stem cells.

**FIGURE 3:**
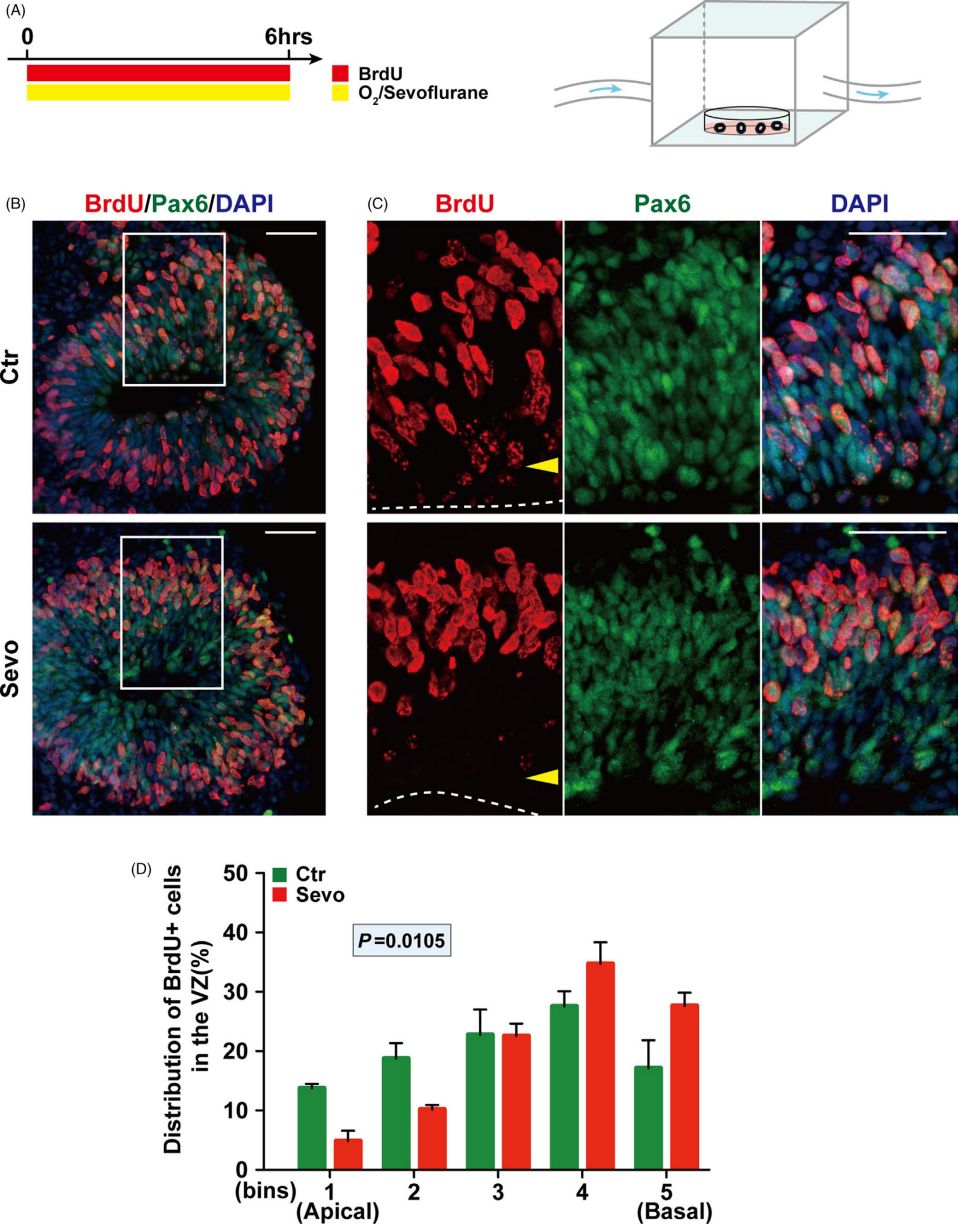
Sevoflurane exposure impairs the INM of RGPs in human cerebral organoids. (A) Schematic diagram of the timing of sevoflurane exposure and anaesthetic apparatus for cerebral organoid at day 30. (B) Representative images of sections from cerebral organoid after treatment stained with Pax6 and BrdU at day 30. (C) The surface of the VZ‐like structure is outlined by a dashed line. (D) Quantification of the distribution of BrdU+ ​cells in each bin. The VZ‐like structure determined by Pax6 + cells in the cerebral organoid section was divided equally into 5 bins. n = 3 for each group. Data are presented as mean ± SEM. Scale bars represent 50 μm

### 3.4 Maternal sevoflurane exposure alters the expression of genes related to neurogenic progress

RNA‐Seq analysis was performed to screen out the potential mechanism underlying the effect of maternal sevoflurane exposure on the INM of RGPs. Both heatmap and volcano plots (Figure 4A,B) showed that the gene expression profiles in the fetal cortex were indeed altered by sevoflurane. 

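Total RNA of the fetal cortex at E14.5 was sequenced in 3 samples of the Ctr group, whose dams breathed 100% O2, and in 3 samples of the Sevo group, whose dams breathed 2.5% sevoflurane in 97.5% O2, both for 6 h. The authors' table gives TPM, an abundance corrected for transcript length and scaled so that every sample has the same total, for 56198 genes and assembled transcripts. It holds between 22725 and 24039 entries above 0 per sample. TPM keep no read depth, so the number of reads behind a value is unknown and no counting interval is given. The aligner and counter that made the TPM are not named in the paper's text. The submitters' processing notes name Bowtie 0.12.2 and edgeR and list the builds mm8 and mm10, while the paper names DESeq2 for its DEGs. Of the genes with a name, 99.8% matched GENCODE M21 by their Ensembl identifier, and all positions given for these data are those of that annotation, on GRCm38 (mm10). The 14518 named genes with a mean of at least 1 TPM over the 6 samples were compared as log2(TPM + 1) with limma, with a variance that follows abundance and Benjamini-Hochberg adjustment. A test on counts could not be run, because the values used here are not counts. Groups of genes, listed before the data were examined, were tested with limma's camera at a preset correlation between genes of 0.01. Some lists take their theme from GO terms that the paper found in these same samples. Their tests are thus not independent of the paper's result. On simulated data with the means and spreads of these 14518 genes, limma recovered 78.1% of genes changed by 1 on the log2 scale and 26.1% of genes changed by 0.5. Each simulated set held 200 changed genes per size, and its genes varied independently. The shares depend on these settings, so they do not give the share of such changes that would be called in the real samples. With 3 samples against 3, the smallest p of a two-sided exact permutation test is 0.1.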

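In 3941 of the 14518 genes, or 27.2%, the 3 Sevo samples all lay on one side of the 3 Ctr samples, against 10% by chance. Of these, 1369 were higher and 2572 lower in the Sevo group. The median log2 fold change over all 14518 genes was -0.0606. The libraries also separated along the first principal component, which held 31.9% of the variance, with the Ctr group between -20.9 and -16.7 and the Sevo group between 0.737 and 42.5. The Sevo samples did not form a tight group. Sevo replicate 1 correlated with the Ctr samples at 0.97045 to 0.97165 (Pearson, log2 values). Its correlations with Sevo replicates 2 and 3 were lower, at 0.96157 and 0.96976. One gene passed an adjusted p of 0.05 from limma, and it was lower. It is Gm44267 (chromosome 6, 139137127 to 139137511), annotated as a transcript still to be tested by experiment, listed at 22.9, 23.4 and 15.1 TPM in the Ctr group and at 0 in every Sevo sample (adjusted p = 0.000506, limma). No gene passed in the higher direction, although 953 genes were higher and 1859 lower at an unadjusted p under 0.05 from limma, where 726 in all would be expected with no effect. At a log2 fold change beyond 1, the limit in the paper's methods, 88 were higher and 60 lower at the same unadjusted p. The lines drawn in Fig. 4B lie closer to 0 than that limit, and beyond 0.5 the balance was the opposite, with 466 higher and 652 lower. The next lowest adjusted p from limma was 0.0746, which 104 genes shared. Among protein-coding genes at this unadjusted p with a mean of at least 5 TPM and groups that did not overlap, leaving out symbols of the Gm and Rik kind, the largest differences are named here after their values were seen. Hist1h1c, a linker histone, had 8.83 ± 0.98 TPM (SD, n = 3) in the Ctr group and 45.9 ± 33.8 TPM in the Sevo group. The log2 fold change was 1.75 for Ccl21b, a chemokine with near-identical copies that may share its reads, 1.50 for Kcnip2, a potassium channel interacting protein, and 1.19 for Zc3h6, a zinc finger protein. Slc15a4, a lysosomal transporter of histidine and peptides, had 50.6 ± 26.4 TPM in the Ctr group and 8.64 ± 0.28 TPM in the Sevo group (SD, n = 3). The log2 fold change was -1.30 for the nuclease Dnase1l2, -1.27 for the Mediator subunit Med20 and -1.24 for the carbonic anhydrase Car15. None of these 8 genes passed the adjustment (adjusted p from 0.0746 to 0.175, limma), and exons of Slc15a4, Med20, Car15 and Zc3h6 overlap those of another gene. After each sample was centred on its median, the balance turned, with 1689 genes higher and 892 lower at an unadjusted p under 0.05. Without Sevo replicate 1, 3 genes were higher and 4 lower at an adjusted p under 0.05 from limma.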

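Genes of mRNA processing, mitosis, the kinetochore and chromatin regulation fell as groups in the Sevo group (limma's camera, adjusted p under 0.05; none of the 4 passed with an estimated correlation, with adjusted p of 0.715 for mRNA processing and 0.970 for the others), while groups of vesicle transport, cation channels, neurotransmitter receptors and synapse organization had positive median differences that did not pass. With fry, which tests a list against no change, mRNA processing passed (adjusted p = 0.0294), and mitosis (0.277), the kinetochore (0.258) and chromatin (0.392) did not. Other splits of the 6 samples into 3 and 3 gave a smaller camera p for mitosis (4.86e-15 against 1.09e-07), the kinetochore (2.62e-06 against 0.000210) and chromatin (2.63e-07 against 0.00114), but not for mRNA processing. Over 62 splicing factors and other genes of mRNA processing, the median log2 fold change was -0.23 (adjusted p = 1.03e-06, limma's camera; adjusted p = 0.715 with an estimated correlation). No member passed over all genes, and 21 fell when adjusted over the list alone, such as Hnrnpa2b1, an RNA-binding protein, from 1773 ± 30 to 1214 ± 91 TPM (SD, n = 3), Hnrnpm with a log2 fold change of -0.58 and Srsf6, a splicing factor, with one of -0.58. Hnrnpa1, the list's most abundant gene, had a log2 fold change of -0.20. Over 47 genes of mitosis, the median log2 fold change was -0.27 (adjusted p = 1.46e-06, limma's camera; adjusted p = 0.970 with an estimated correlation), and 43 of them had negative values. Of these, 10 fell when adjusted over the list alone and none rose. Ube2c, which marks mitotic proteins for degradation, went from 194 ± 6.0 to 139 ± 5.7 TPM (SD, n = 3), and the other 9 include Prc1, an organizer of the central spindle (log2 fold change -0.57), Cenpe, a kinetochore motor (-0.57), and Mki67, the gene of Ki67 (-0.43). The abundant members Top2a, a topoisomerase, and Cdk1, the kinase that drives entry into mitosis, had log2 fold changes of -0.24 and -0.28 and did not pass. The mean of each of these 2 lists was lower in every Sevo sample than in every Ctr sample (two-sided exact permutation test, p = 0.1). This was not particular to them. It also held for the lists of the kinetochore, genes induced by hypoxia, nuclear migration, radial glial markers and Notch components. Over 36 kinetochore genes, the median was -0.23 (adjusted p = 0.00210, limma's camera; adjusted p = 0.970 with an estimated correlation), and none passed when adjusted over the list alone. Its most abundant members were Zwint, with a log2 fold change of -0.03 that turned positive after other scalings, and Hjurp, a chaperone of the centromeric histone, with one of -0.64. Over 60 chromatin regulators, the median was -0.18 (adjusted p = 0.00910, limma's camera; adjusted p = 0.970 with an estimated correlation). One of them fell when adjusted over the list alone, the histone methyltransferase Ezh2 (-0.45), beside -0.22 for the deacetylase Hdac2 and -0.17 for the remodeller Chd3, which did not pass. Over 47 genes of S phase, the median was -0.16 (adjusted p = 0.137, limma's camera), and one, the thymidylate synthase Tyms (-0.53), fell when adjusted over the list alone. The most abundant, Pcna and Mcm7, which act at the replication fork, had 299 ± 27 and 196 ± 10 TPM in the Ctr group and 298 ± 40 and 184 ± 25 TPM in the Sevo group (SD, n = 3). Of 42 genes of vesicle transport, 30 neurotransmitter receptors, 50 cation channels and 43 genes of synapse organization, none passed over all genes or when adjusted over the list alone. Their medians were 0.02, 0.03, 0.10 and 0.10, with adjusted p of 0.193, 0.168, 0.134 and 0.109 from limma's camera. Abundant members had log2 fold changes of 0.20 for Rab3a and -0.14 for Vamp2, both of synaptic vesicles, 0.28 for Gabbr1 and -0.06 for Gria2, both receptor subunits, 0.16 for Cacnb3, a calcium channel subunit, and 0.16 for Ptprs and 0.40 for Gphn, of synapses. With single samples left out, the value of Gphn ran from -0.30 to 1.28, and those of Vamp2 and Gria2 turned positive without Sevo replicate 1. Without Sevo replicate 1 or without Ctr replicate 3 the last 4 lists passed as higher (adjusted p from 0.00211 to 0.048, limma's camera), as did the receptors without Sevo replicate 2 (0.0402) and, with a loess on gene length taken out, cation channels (0.0159) and synapse organization (0.00853). Without Sevo replicate 3 they lay further from the threshold, with cation channels and receptors at 0.978, synapse organization at 0.531 and vesicle transport turned down (0.978). The chromatin list did not pass without Sevo replicate 1 (adjusted p = 0.209, limma's camera), without Sevo replicate 3 (0.051) or with that loess (0.0785), the kinetochore list did not pass without Sevo replicate 3 (0.107), and S phase passed as lower without Sevo replicate 2 (0.00295). After each sample was centred on its median, the medians were -0.17 for mitosis, -0.13 for mRNA processing, -0.13 for the kinetochore, -0.09 for chromatin and -0.06 for S phase, and the loess on length left -0.21, -0.15, -0.15, -0.08 and -0.09. Centring gave 0.12, 0.13, 0.20 and 0.20 for vesicle transport, receptors, cation channels and synapse organization. Over all genes with a known length, log2 fold changes were lower for longer exons (Spearman -0.16) and higher for a higher GC content (0.173). The median exon length was 4172 bases over these genes, 6703 in the mRNA processing list and 9212 in the chromatin list. Length did not follow the direction of every list. Synapse organization and cation channels, with positive medians, had 9189 and 8747, while mitosis and the kinetochore, which fell, had 4919 and 3913. Ribosomal protein genes, a list kept as a measure of RNA quality, had 1776 and rose (adjusted p = 4.23e-14, limma's camera; adjusted p = 0.970 with an estimated correlation). The mean of 7 histone genes, of the same kind, was higher in every Sevo sample than in every Ctr sample (adjusted p = 0.232, limma's camera).

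**Figure D1:**
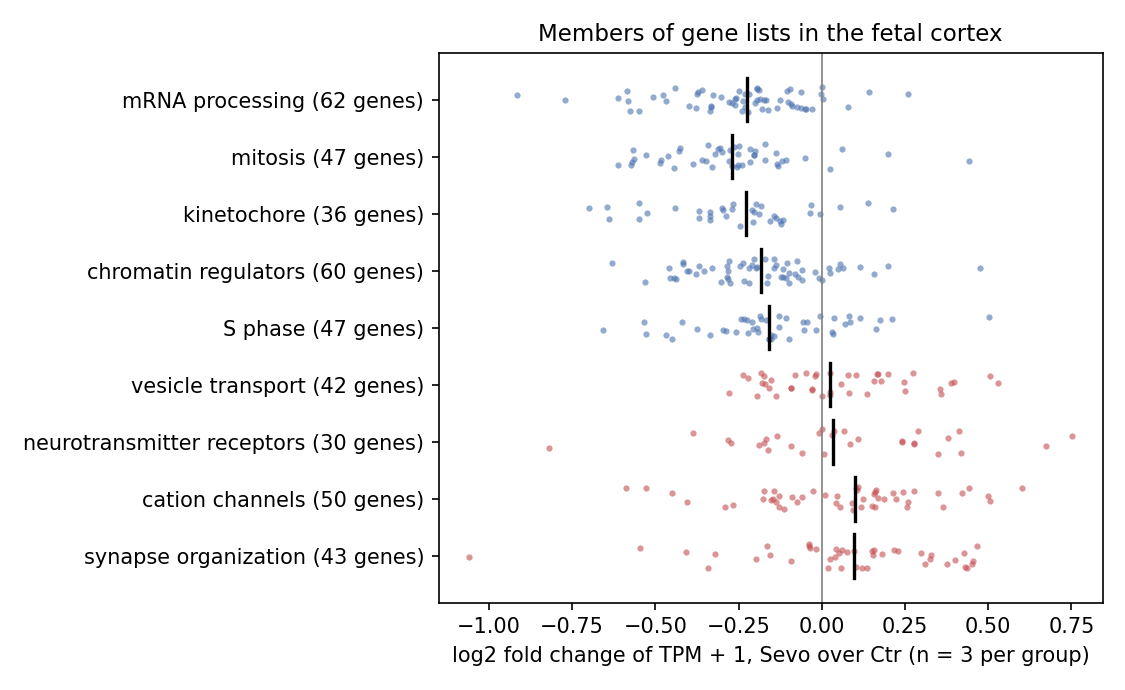
Log2 fold change of TPM + 1, Sevo over Ctr (n = 3 per group), for each measured member of 9 gene lists; each point is a gene, in red where the list's median is above 0 and in blue where it is below, and black bars mark the medians. The medians run from -0.27 for mitosis to 0.10 for cation channels.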

GO term analysis revealed that the upregulated genes (Figure 4C) were mainly enriched in signalling transport (for eg, regulation of vesicle‐mediated transport and regulation of cation transmembrane transport), while the downregulated genes (Figure 4D) showed the significant enrichment in biological processes were related to neurogenesis (for example, cell division, mitotic cell cycle process, cell cycle phase transition and kinetochore organization). 

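Marker genes of radial glial progenitors, intermediate progenitors and neurons did not pass the test as groups in the Sevo cortex, with medians between -0.20 and -0.0001 on the log2 scale. The median over all tested genes was -0.0606. Of 18 markers of radial glial progenitors, 15 had negative values, with a median log2 fold change of -0.17 (adjusted p = 0.405, limma's camera). Fabp7, a fatty acid binding protein of radial glia, had 1125 ± 77 TPM in the Ctr group and 869 ± 105 TPM in the Sevo group, and Vim, the gene of vimentin, had 876 ± 36 and 725 ± 134 TPM (SD, n = 3). Pax6, the transcription factor used as the RGP marker, had 109 ± 4.1 and 101 ± 39 TPM. One marker of this list rose when adjusted over the list alone, Mfge8, which encodes a secreted glycoprotein, with a log2 fold change of 0.70 (standard error 0.08, adjusted p = 0.000483 over the list and 0.0746 over all genes, limma). Of 14 markers of intermediate progenitors, none passed when adjusted over the list alone, and their median was -0.20 (adjusted p = 0.405, limma's camera). Eomes, the gene of Tbr2, had a log2 fold change of -0.38, with every Sevo sample below every Ctr sample (two-sided exact permutation test, p = 0.1). Rnd2 and Neurog2, which act in neurogenesis, had log2 fold changes of -0.11 and -0.40. Among 27 markers of neurons, whose mean log2 fold change was -0.05 beside a camera test that pointed up (adjusted p = 0.902, limma's camera), none passed when adjusted over the list alone. Tubb3 and Neurod6, the most abundant of them, had log2 fold changes of 0.08 and -0.17, and Bcl11b, the gene of Ctip2, had -0.28. Of 27 genes of the machinery of nuclear migration, such as dynein and its adaptors, 21 had negative values, with a median of -0.17 (adjusted p = 0.126, limma's camera; adjusted p = 0.00063 with every gene above 0 tested and 0.0294 with fry, which tests against no change rather than other genes, both lower). One fell when adjusted over this list alone, the dynein adaptor Bicd2 (log2 fold change -0.48), while the dynein heavy chain Dync1h1 had a log2 fold change of -0.21 and did not pass. After each sample was centred on its median, the medians were -0.07 for radial glial, -0.10 for intermediate progenitor and 0.10 for neuron markers and -0.07 for nuclear migration (adjusted p = 0.238, limma's camera). Without Sevo replicate 1 the list of intermediate progenitors passed as lower (adjusted p = 0.0140, limma's camera), and without Sevo replicate 3 it pointed up (0.978).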

Taken together, the GO enrichment analysis findings indicate that sevoflurane exposure indeed affected neurogenic progress.

**FIGURE 4:**
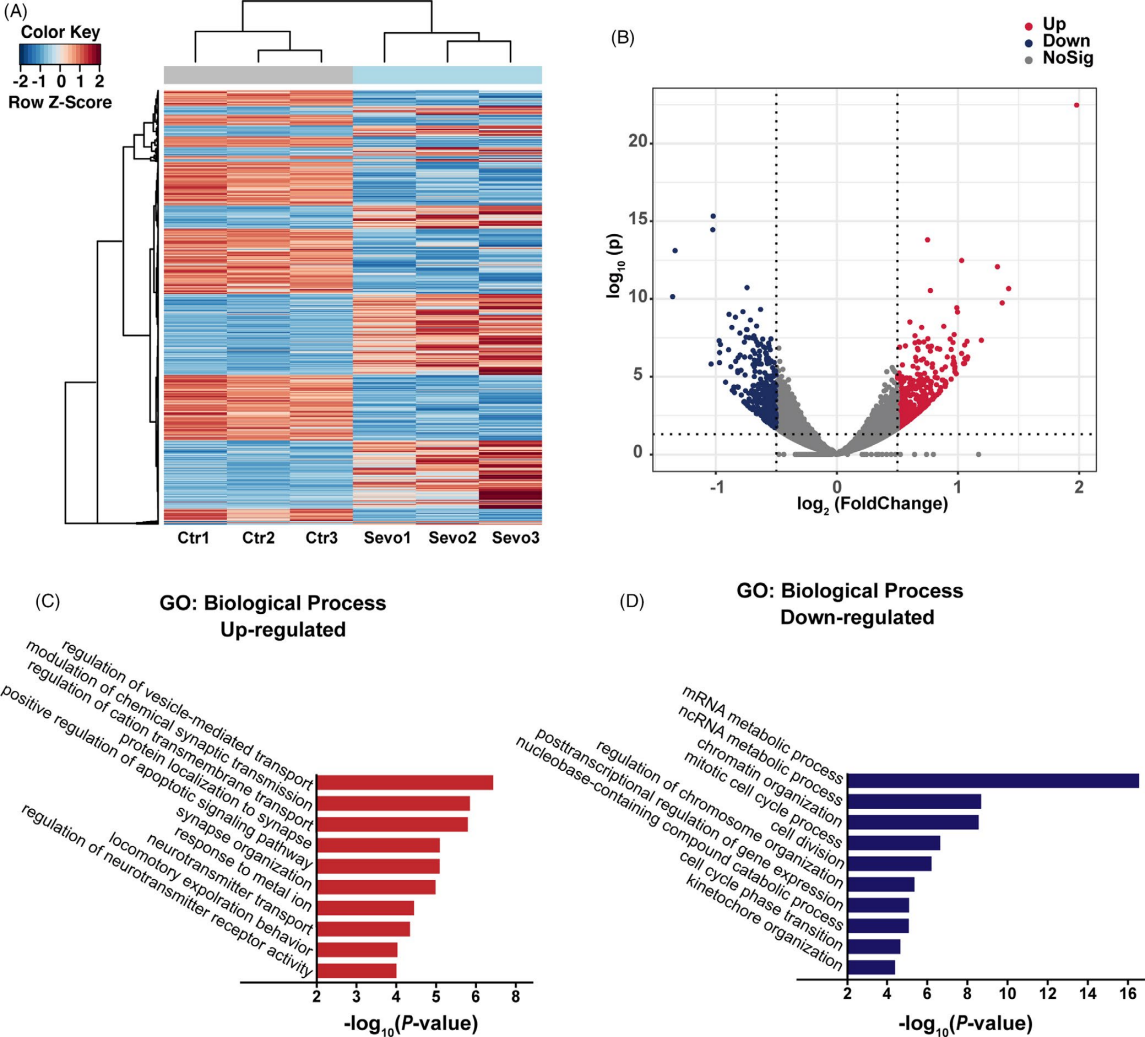
Maternal sevoflurane exposure alters the expression of genes related to neurogenic progress. (A) Heatmap of DEGs. (B) Volcano plots of DEGs. (C, D) GO enrichment analysis of the biological processes based on the RNA‐Seq data indicated the downregulated and upregulated DEGs. n = 3 for each group

### 3.5 The Notch signalling pathway is involved in the INM defects induced by sevoflurane

Based on the RNA‐Seq analysis results, we performed qPCR on several differentially expressed genes (DEGs) that have been reported to be associated with embryonic neurodevelopment (Figure 5A,B and Figure [Link], [Link], [Link]). Among these genes, Bcl6 exhibited a nearly 4‐fold increase in expression after sevoflurane treatment, while the expression of Notch‐related genes—RBPJ, MAML1 and Jag1 was all downregulated by at least 30%. 

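In these RNA-Seq samples Bcl6, a transcriptional repressor, was higher in every Sevo sample than in every Ctr sample, and Rbpj, Maml1 and Jag1 were lower in every Sevo sample, but none of the 4 differences passed over all genes. The paper took these 4 genes from DEGs of the same RNA-Seq, so their direction and separation are not independent of that choice. Bcl6 (ENSMUSG00000022508, chromosome 16, 23965052 to 23988852) had 5.11 ± 0.30 TPM in the Ctr group and 11.0 ± 3.6 TPM in the Sevo group (SD, n = 3). Its log2 fold change was 0.92 (standard error 0.24, adjusted p = 0.127, limma). Rbpj (ENSMUSG00000039191, chromosome 5, 53466152 to 53657362), the DNA-binding factor of the pathway, had 64.0 ± 4.9 and 48.7 ± 4.3 TPM (SD, n = 3), a log2 fold change of -0.39 (standard error 0.11, adjusted p = 0.133, limma). Maml1 (ENSMUSG00000050567, chromosome 11, 50255634 to 50292311), a co-activator, had 14.0 ± 0.65 and 9.32 ± 1.93 TPM (SD, n = 3), a log2 fold change of -0.56 (standard error 0.17, adjusted p = 0.150, limma). Jag1 (ENSMUSG00000027276, chromosome 2, 137081456 to 137116644), a Notch ligand, had 5.24 ± 0.63 and 2.71 ± 0.33 TPM (SD, n = 3), a log2 fold change of -0.75 (standard error 0.17, adjusted p = 0.109, limma). For each of the 4 genes the two-sided exact permutation p was 0.1. Exons of Bcl6 and Maml1 overlap those of another annotated gene. Gapdh, a glycolytic enzyme often used as a reference gene, had 2792 ± 159 and 2627 ± 293 TPM (SD, n = 3), and its log2 fold change of -0.09 became 0.0051 after median centring.

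**Figure D2:**
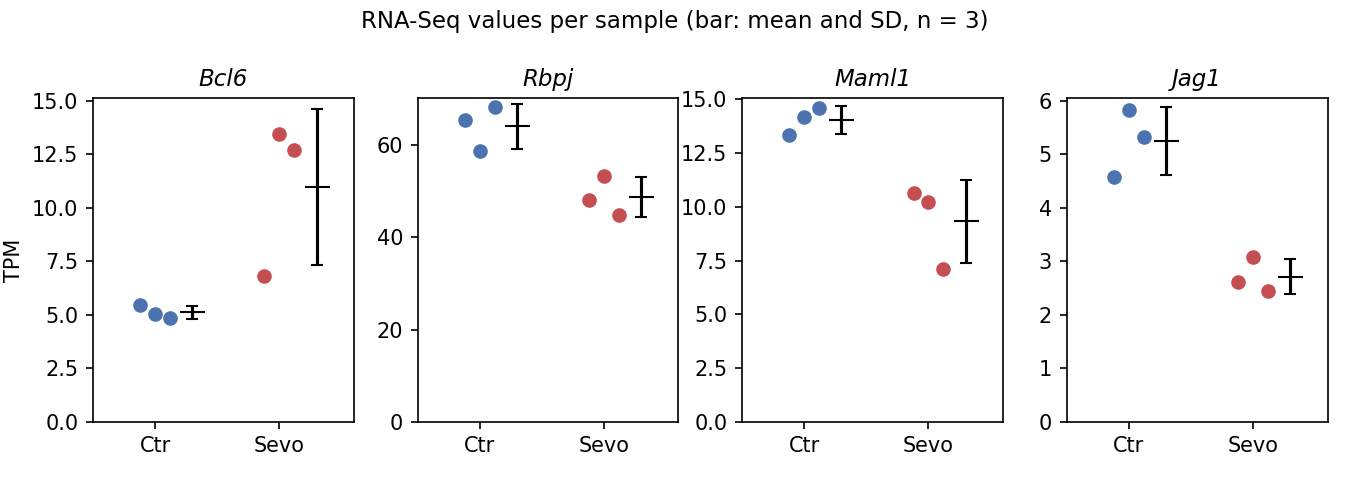
TPM of Bcl6, Rbpj, Maml1 and Jag1 in each cortex sample of the Ctr and Sevo groups, with the mean and SD (n = 3) beside the points. Bcl6 averages 5.11 TPM in the Ctr group and 11.0 TPM in the Sevo group, and Jag1 averages 5.24 and 2.71 TPM.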

A recent study found that Bcl6 is a single cell‐intrinsic factor that ensures the robustness of neuronal fate transition^35^ by repressing multiple extrinsic pathways that promote self‐renewal, such as the Notch, Wnt and SHH signalling pathways. As a ligand of the Notch signalling pathway,^36^ Jag1 binds to the Notch receptor and triggers activation. The Notch intracellular domain (NICD) translocates to the nucleus, forms a complex with RBPJ binding protein and recruits co‐activators like MAML1 to promote the transcription of target genes.^36^ Moreover, we found the protein level of NICD decreased in the fetal cortex after sevoflurane exposure at E14.5 (Figure 5C,D). These results imply that the Notch signalling pathway is the potential mechanism underlying the impairment of INM induced by sevoflurane.

**FIGURE 5:**
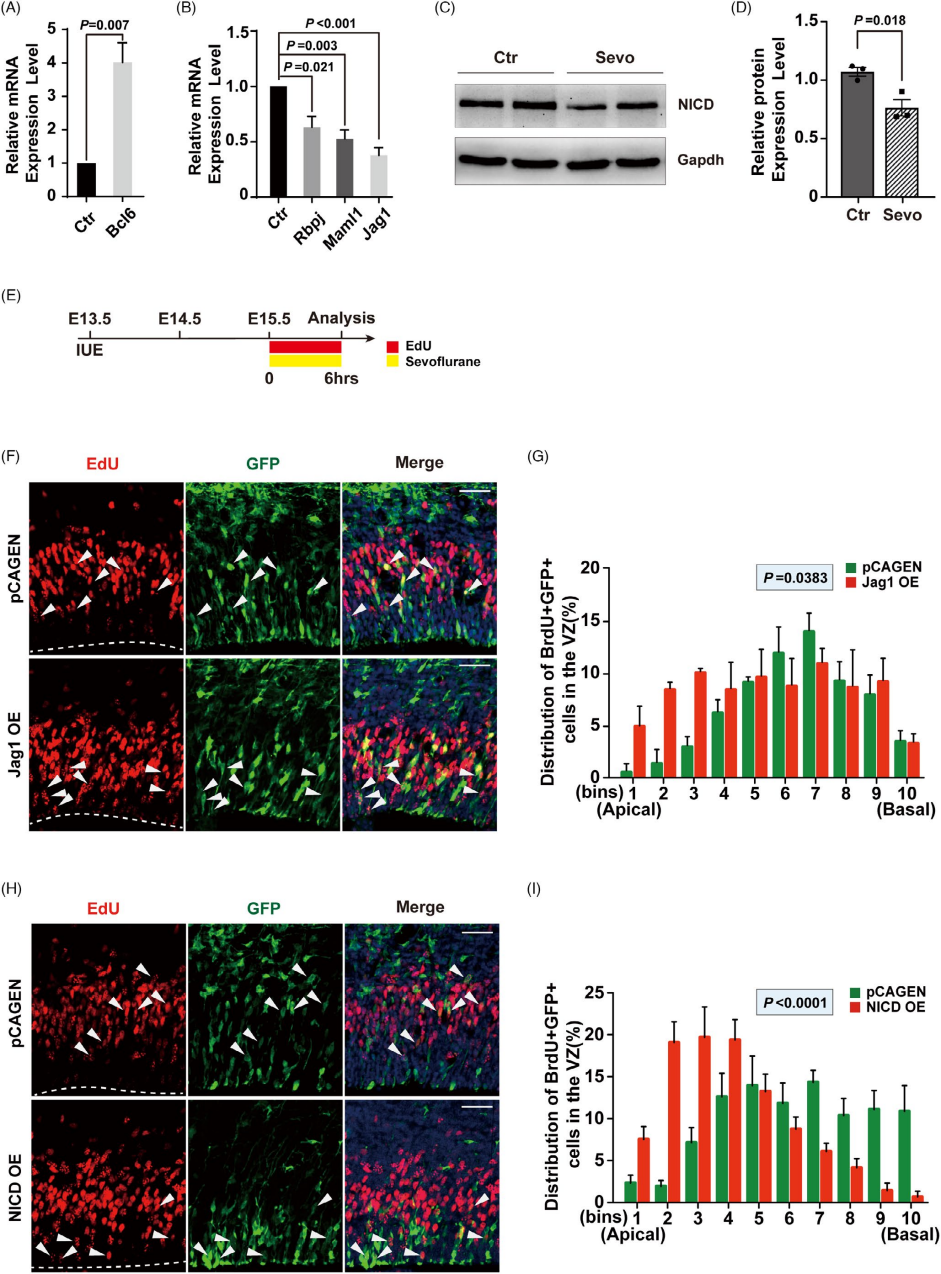
Notch signalling pathway is involved in INM defects induced by sevoflurane. (A, B) qPCR analysis to validate Notch‐related upregulated DEG. (A) and downregulated DEGs (B). n = 3 for each group. (C, D) The relative protein expression of NICD. n = 3 for each group. (E) Schematic diagram of the timing for IUE and sevoflurane exposure. (F, H) Representative images of sevoflurane exposed embryonic sections on E15.5 stained with GFP and EdU after IUE with NICD overexpression plasmid (F) or Jag1 overexpression plasmid (H) on E13.5. The VZ surface is outlined by a dashed line. The white arrows indicate EdU+ ​cells are co‐labelled with GFP. (G, I) Quantification of the distribution of EdU+ ​cells in each bin for (F, H) (the VZ was divided as Figure 1). n = 3 for each group. Data are presented as mean ± SEM. Scale bars represent 50 μm

Therefore, to further confirm the role of the Notch signalling pathway in the effect of maternal sevoflurane exposure, plasmids expressing Jag1 and pCAGEN (as a control) were electroporated into RGPs *in utero*. Given the higher abortion rate of pregnant mice when IUE performed at E12.5 and the similar INM alternation when exposed to sevoflurane at E15.5 (Figure [Link], [Link], [Link]), we put off IUE to E13.5 and sevoflurane exposure to E15.5 EdU labelling was performed to track the INM of RGPs before exposure (Figure 5E). Our results showed the impairment of INM induced by sevoflurane was rescued in the Jag1‐overexpression group compared with the pCAGEN expression group (Figure 5F,G). Moreover, when NICD was overexpressed in the fetal cerebral cortex, the defect of INM was remarkedly attenuated (Figure 5H.I). Taken together, these data further provide compelling evidence that the Notch signalling pathway is involved in sevoflurane‐induced INM defects in the fetal cerebral cortex.

### 3.6 Maternal sevoflurane exposure does not affect the spatial learning or memory ability of young adult offspring

We next planned to apply Morris water maze to examine the effect on the cognitive functions of young adult mice after maternal sevoflurane exposure. No statistically significant difference was observed between groups both in swimming speed (Figure 6A) and escape latency (Figure 6B) in trainning days. The platform‐crossing times and percentage of time in the target quadrant in the probe trials were also comparable between two groups (Figure 6C‐G). Additionally, the total body weight (TBW) and the ratio of brain weight to TBW (Figure 6H,I) had no difference between groups. These results indicate that the learning and memory abilities of young adult offspring remain intact after maternal sevoflurane exposure, suggesting that the alteration of INM upon maternal sevoflurane exposure has been recovered during brain development. However, the underlying mechanism needs to be uncovered in the future.

**FIGURE 6:**
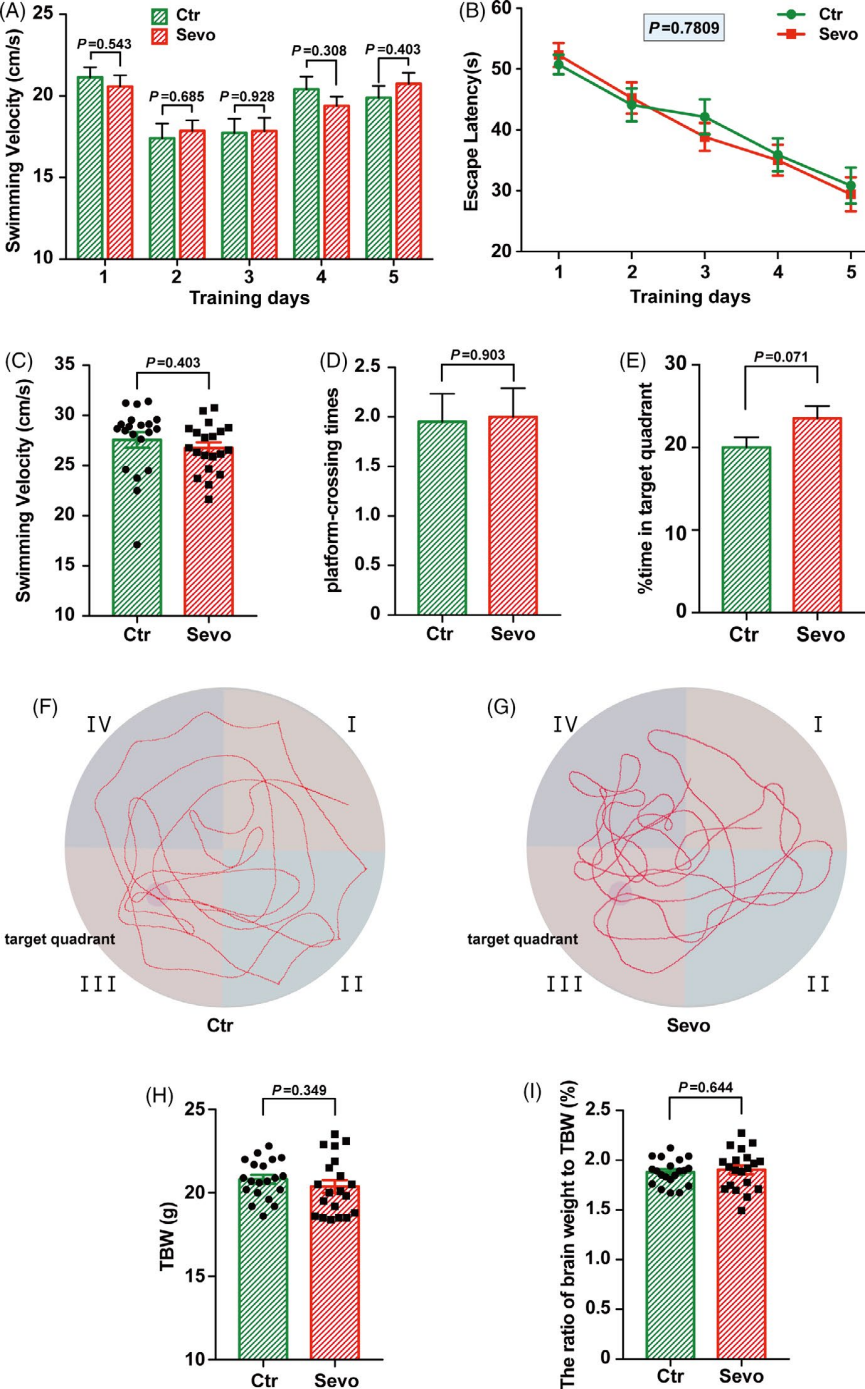
Maternal sevoflurane exposure did not affect spatial learning and memory ability in young male adult offspring. (A, B) Quantification of swimming velocity (A) and escape latency (B) in the Ctr and the Sevo groups during the training days. (C, D, E) Quantification of swimming velocity (C), platform‐crossing times (D) and percentage time in the target quadrant (E) in the two groups in the probe trails. (F, G) The representative trace of the Ctr and the Sevo groups when performed in the probe trails. (H, I) Quantification of TBW and the ratio of brain weight to TBW in the two groups. n = 20 for each group. Data are presented as mean ± SEM

## 4 DISCUSSION

We provide a new perspective on the mechanism underlying the potential neurotoxicity of sevoflurane during the embryonic stage of brain development. Our results showed that during the peak of neurogenesis, the interkinetic nuclear migration of radial glial progenitors is transiently impaired both in the mice and in the hPSC‐derived 3D brain organoids after sevoflurane exposure. Furthermore, our data indicated that the Notch signalling pathway acts as a critical mechanism.

The most important finding in this study is the defect of INM in fetal brains after maternal sevoflurane exposure. INM is a character of pseudostratified epithelial cells such as the neural progenitor cells in the ventricular zone, which is an oscillatory nuclear movement in synchrony with the cell cycle.^17^ The aberration in apical‐basal‐INM and basal‐apical‐INM progression corresponded to an abnormal cell cycle progression (Figure 1A‐G) with prolonged cell cycle length and lower cell cycle exit rate (Figure 2C). Moreover, mitosis for securing self‐renewal of neural progenitors in the M phase^37^ was also decreased by sevoflurane exposure (Figure 1H,I). Interestingly, delayed mitosis has already been found in tissues outside the brain following anaesthesia exposure.^38^

Considering the difference between rodents and human beings, hESC‐derived 3D brain organoids were used in this study. Brain organoids have been widely used to explore the early development process^39^, ^40^ and are proved to be effective in the neurotoxicity‐related study in the developing brains.^41^ In this study, we observed a similar INM defects pattern in VZ‐like structure of 3D brain organoids after exposure to sevoflurane for 6hrs (Figure 3D) as that in the embryonic mouse brain (Figure 1F). This is a significant step for the study of general anaesthetics in human brain development.

In retinal neurogenesis, apical‐basal notch gradient is critical in neurogenesis regulated by interkinetic nuclear migration.^42^ When INM is perturbed, the nucleus is exposed to altered levels of Notch signalling, causing premature cell cycle exit and a temporal increase in neurogenesis which suggested the Notch acts as a key extrinsic pathway in nuclei movement. The results of RNA‐Seq analysis in this study and further qPCR and Western blot of Notch‐related DEGs did show an inhibition of Notch signalling in the fetal cortex after maternal sevoflurane exposure. 

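Components of the Notch pathway in the RNA-Seq were mixed in direction, with 20 of 37 measured components below 0 and 17 above, and the list did not pass as a group (median log2 fold change -0.06, adjusted p = 0.343, limma's camera). As log2 deviations from each gene's mean, the list averaged -0.1094 to -0.008 in the Sevo samples. In the Ctr samples it averaged 0.0033 to 0.0854, so the groups did not overlap. At an unadjusted p under 0.05 from limma, 10 components were lower and 2 higher in the Sevo group, and none passed over all genes or when adjusted over the list alone. The lower components include both sides of the pathway. The ligand Dll1 had 53.7 ± 1.9 TPM in the Ctr group and 42.0 ± 6.2 TPM in the Sevo group, and the receptor Notch3 had 13.5 ± 1.8 and 9.65 ± 0.96 TPM (SD, n = 3). Numb, an inhibitor of Notch, had 18.2 ± 1.2 and 13.1 ± 0.42 TPM, and Itch, a ligase that degrades Notch, had 28.5 ± 1.7 and 21.1 ± 2.0 TPM (SD, n = 3). The 2 higher components were Psenen and Psen2, both of gamma-secretase, which releases NICD, with log2 fold changes of 0.32 and 0.37. Notch1 itself had 28.6 ± 4.2 and 29.1 ± 4.4 TPM (SD, n = 3), and the sign of its log2 fold change of 0.02 turned without Ctr replicate 1, Ctr replicate 2 or Sevo replicate 2. Target genes of the pathway were also mixed, with 4 of 12 above 0 and a median of -0.08, beside a camera test that pointed up (adjusted p = 0.902, limma's camera). That test compares a list with the other genes, and the median over all tested genes was -0.0606. Hes1 and Hey1, which repress neuronal differentiation, had log2 fold changes of -0.57 and -0.50, and Dtx1 and Id3 had 0.31 and 0.77, each with an unadjusted p under 0.05 from limma. Hes5, the most abundant target listed, had 56.8 ± 9.0 and 54.5 ± 7.6 TPM (SD, n = 3). The sign of both medians depends on the scaling, with 0.04 for components and 0.02 for targets after median centring, and 0.05 and -0.07 after a loess on gene length. The list of components passed as lower with every gene above 0 tested (adjusted p = 0.0342, limma's camera). From the DEGs of the pathway, the level of NICD and the rescue by Jag1 and NICD, the paper proposes Notch signalling as a mechanism behind the defects of nuclear migration.

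**Figure D3:**
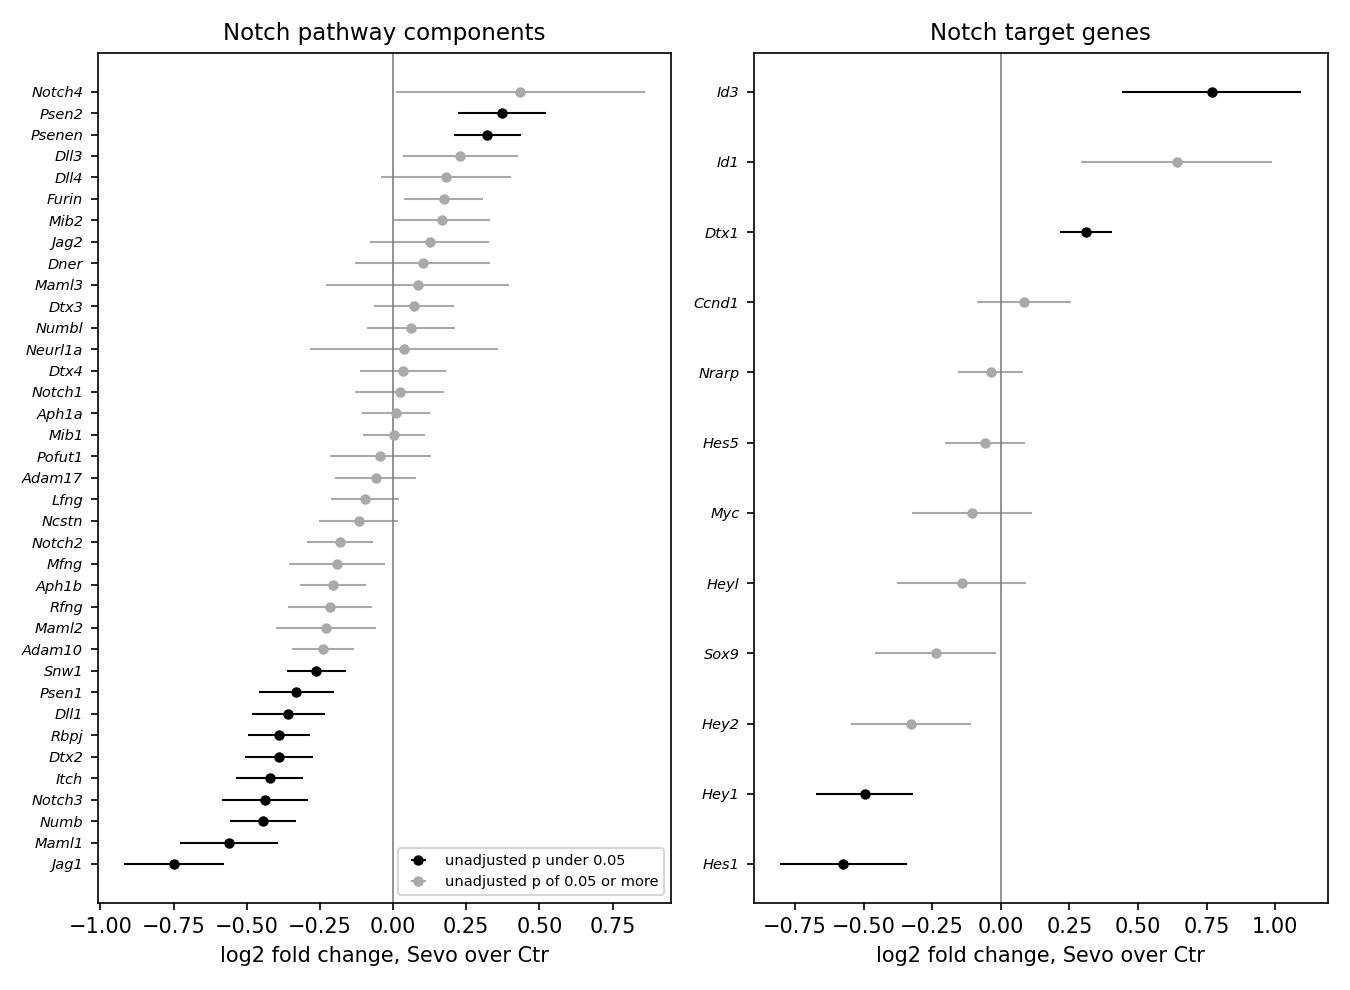
Log2 fold change of TPM + 1, Sevo over Ctr (n = 3 per group), for each measured Notch pathway component and target gene, with bars of 1 standard error from limma. Black points have an unadjusted p under 0.05, 12 of the 37 components and 4 of the 12 targets.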

Rescue experiments by overexpression of the Notch ligand—Jag1 or the activated Notch receptor—cleaved Notch1 (NICD) do attenuate the impairment of INM, especially in group NICD OE (Figure 5F‐I). Taken together, the Notch signalling is a potential mechanism underlying sevoflurane‐induced INM defects.

INM is believed to be a hallmark of vertebrate neural progenitors,^16^ which is vital for the efficient and continued generation of neurons.^18^ In our study, although the higher ratio for progenitors was temporarily arrested in the cell cycle and abnormal INM 24 hrs after treatment (Figure 2C,D), the proliferation and differentiation of neural progenitors (RGPs and IPs) were comparable after sevoflurane‐induced INM impairment (Figure 2E‐H, Figure [Link], [Link], [Link]), suggesting that INM is transiently affected by sevoflurane exposure without altering cell fate in progeny of RGPs.

Previous studies showed controversial behavioural outcomes following exposure to sevoflurane^23^, ^43^ with various concentrations, durations and experimental conditions. In this study, the learning and cognitive functions of young adult offspring were intact after maternal sevoflurane exposure with no difference in physiological development between the two groups. (Figure 6H,I). The results of MWM tests (Figure 6A‐G) were also consistent with the postnatal histological results. A recent study on the effects of maternal anaesthesia and surgery in rabbits showed a transient adverse effect on the offspring with delayed motor development in the first week of life and limited neurobehavioural impairment by 7 weeks age.^44^ Additionally, the Mayo Anesthesia Safety in Kids Study^4^ also showed no neuropsychological and behavioural defects in individuals aged 15‐20 years exposed to anaesthesia during childhood. Our study, along with above two researches, indicated an inspiring possibility that a self‐recovery mechanism exists. However, other studies in infant rhesus monkeys suggest that inhalation anaesthetics affect social behaviours, but do not impair specific cognitive domains,^45^, ^46^ which imply further investigations are needed to elucidate the potential neurotoxicity of inhalation anaesthetics on developing brains.

In conclusion, maternal sevoflurane exposure at the peak of neurogenesis transiently affects the INM of RGPs in the fetal VZ through the Notch signalling pathway but has no long‐term effect neurocognitive outcome. Maternal sevoflurane exposure is possibly safe for the neurodevelopment of its offspring.

## CONFLICT OF INTEREST

The authors declare that there are no conflicts of interest.

## AUTHOR CONTRIBUTIONS

JC, FF and YLX contributed to study design. MJ, TXT, XYL, JCL, SB and LSW contributed to experimentation. MJ and YQ contributed to data analysis. JC, FF, YLX and MJ contributed to final manuscript preparation.

## Supporting information

Fig S1

Fig S2

Fig S3

Table S1

Table S2

Supplementary Material

## Data Availability

The GEO accession number for the RNA sequencing data reported in this paper is GSE166607.

## References

[1] Lin EP , Lee JR , Lee CS , Deng M , Loepke AW . Do anesthetics harm the developing human brain? An integrative analysis of animal and human studies. Neurotoxicol Teratol. 2017;60:117‐128. 10.1016/j.ntt.2016.10.008 27793659

[2] Davidson AJ , Disma N , de Graaff JC , et al. Neurodevelopmental outcome at 2 years of age after general anaesthesia and awake‐regional anaesthesia in infancy (GAS): an international multicentre, randomised controlled trial. Lancet. 2016;387(10015):239‐250. 10.1016/s0140-6736(15)00608-x 26507180PMC5023520

[3] Sun LS , Li G , Miller TL , et al. Association between a single general anesthesia exposure before age 36 months and neurocognitive outcomes in later childhood. JAMA. 2016;315(21):2312‐2320. 10.1001/jama.2016.6967 27272582PMC5316422

[4] Warner DO , Zaccariello MJ , Katusic SK , et al. Neuropsychological and behavioral outcomes after exposure of young children to procedures requiring general anesthesia: the mayo anesthesia safety in kids (MASK) study. Anesthesiology. 2018;129(1):89‐105. 10.1097/ALN.0000000000002232 29672337PMC6008202

[5] O'Leary JD , Janus M , Duku E , et al. Influence of surgical procedures and general anesthesia on child development before primary school entry among matched sibling pairs. Jama Pediatr. 2019;173(1):29‐36. 10.1001/jamapediatrics.2018.3662 30398535PMC6583453

[6] Graham MR , Brownell M , Chateau DG , Dragan RD , Burchill C , Fransoo RR . Neurodevelopmental assessment in Kindergarten in children Eexposed to general anesthesia before the age of 4 Years. Anesthesiology. 2016;125(4):667–677. 10.1097/aln.0000000000001245 27655179

[7] Walkden GJ , Gill H , Davies NM , Peters AE , Wright I , Pickering AE . Early childhood general anesthesia and neurodevelopmental outcomes in the avon longitudinal study of parents and children birth cohort. Anesthesiology. 2020;133(5):1007‐1020. 10.1097/ALN.0000000000003522 32898216

[8] Shukla A , Chowdhary V . Neurodevelopmental outcome at 5 years of age after general anaesthesia or awake‐regional anaesthesia in infancy (GAS): an international, multicentre, randomised, controlled equivalence trial. Acta Paediatr. 2019;108(11):2115‐2116. 10.1111/apa.14943 31418482

[9] Jevtovic‐Todorovic V . Detrimental effects of general anaesthesia on young primates: are we closer to understanding the link? Br J Anaesth. 2021;126(3):575‐577. 10.1016/j.bja.2020.12.019 33509616

[10] Baxter MG , Fehr T . Developmental exposure to general anaesthesia: missed connections? Br J Anaesth. 2021;126(4):756‐758. 10.1016/j.bja.2021.01.013 33581851

[11] Mazze RI , Kallen B . Reproductive outcome after anesthesia and operation during pregnancy: a registry study of 5405 cases. Am J Obstet Gynecol. 1989;161(5):1178‐1185. 10.1016/0002-9378(89)90659-5 2589435

[12] Goodman S . Anesthesia for nonobstetric surgery in the pregnant patient. Semin Perinatol. 2002;26(2):136‐145. 10.1053/sper.2002.32203 12005471

[13] Devroe S , Bleeser T , de Van Velde M , et al. Anesthesia for non‐obstetric surgery during pregnancy in a tertiary referral center: a 16‐year retrospective, matched case‐control, cohort study. Int J Obstet Anesth. 2019;39:74‐81. 10.1016/j.ijoa.2019.01.006 30772120

[14] Cadwell CR , Bhaduri A , Mostajo‐Radji MA , Keefe MG , Nowakowski TJ . Development and arealization of the cerebral cortex. Neuron. 2019;103(6):980‐1004. 10.1016/j.neuron.2019.07.009 31557462PMC9245854

[15] Kriegstein A , Alvarez‐Buylla A . The glial nature of embryonic and adult neural stem cells. Annu Rev Neurosci. 2009;32:149‐184. 10.1146/annurev.neuro.051508.135600 19555289PMC3086722

[16] Gotz M , Huttner WB . The cell biology of neurogenesis. Nat Rev Mol Cell Biol. 2005;6(10):777‐788. 10.1038/nrm1739 16314867

[17] Taverna E , Huttner WB . Neural progenitor nuclei IN motion. Neuron. 2010;67(6):906‐914. 10.1016/j.neuron.2010.08.027 20869589

[18] Murciano A , Zamora J , Lopez‐Sanchez J , Frade JM . Interkinetic nuclear movement may provide spatial clues to the regulation of neurogenesis. Mol Cell Neurosci. 2002;21(2):285‐300. 10.1006/mcne.2002.1174 12401448

[19] Okano H , Temple S . Cell types to order: temporal specification of CNS stem cells. Curr Opin Neurobiol. 2009;19(2):112‐119. 10.1016/j.conb.2009.04.003 19427192

[20] Ernst C . Proliferation and differentiation deficits are a major convergence point for neurodevelopmental disorders. Trends Neurosci. 2016;39(5):290‐299. 10.1016/j.tins.2016.03.001 27032601

[21] Barnat M , Capizzi M , Aparicio E , et al. Huntington's disease alters human neurodevelopment. Science. 2020;369(6505):787‐793. 10.1126/science.aax3338 32675289PMC7859879

[22] Liu S , Fang F , Song R , Gao X , Jiang M , Cang J . Sevoflurane affects neurogenesis through cell cycle arrest via inhibiting wnt/beta‐catenin signaling pathway in mouse neural stem cells. Life Sci. 2018;209:34‐42. 10.1016/j.lfs.2018.07.054 30071197

[23] Song R , Ling X , Peng M , Xue Z , Cang J , Fang F . Maternal sevoflurane exposure causes abnormal development of fetal prefrontal cortex and induces cognitive dysfunction in offspring. Stem Cells Int. 2017;2017:6158468. 10.1155/2017/6158468 29098009PMC5643154

[24] Bian S , Repic M , Guo Z , et al. Genetically engineered cerebral organoids model brain tumor formation. Nat Methods. 2018;15(8):631‐639. 10.1038/s41592-018-0070-7 30038414PMC6071863

[25] Lancaster MA , Renner M , Martin CA , et al. Cerebral organoids model human brain development and microcephaly. Nature. 2013;501(7467):373‐379. 10.1038/nature12517 23995685PMC3817409

[26] Dahan A , Sarton E , Teppema L , et al. Anesthetic potency and influence of morphine and sevoflurane on respiration in mu‐opioid receptor knockout mice. Anesthesiology. 2001;94(5):824‐832. 10.1097/00000542-200105000-00021 11388534

[27] Esper T , Wehner M , Meinecke CD , Rueffert H . Blood/Gas partition coefficients for isoflurane, sevoflurane, and desflurane in a clinically relevant patient population. Anesth Analg. 2015;120(1):45‐50. 10.1213/ANE.0000000000000516 25393590

[28] Tang T , Zhang Y , Wang Y , et al. HDAC1 and HDAC2 Regulate intermediate progenitor positioning to safeguard neocortical development. Neuron. 2019;101(6):1117‐1133. 10.1016/j.neuron.2019.01.007 30709655

[29] Vorhees CV , Williams MT . Morris water maze: procedures for assessing spatial and related forms of learning and memory. Nat Protoc. 2006;1(2):848‐858. 10.1038/nprot.2006.116 17406317PMC2895266

[30] Kanski R , van Strien ME , van Tijn P , Hol EM . A star is born: new insights into the mechanism of astrogenesis. Cell Mol Life Sci. 2014;71(3):433‐447. 10.1007/s00018-013-1435-9 23907612PMC11113452

[31] Kosodo Y . Interkinetic nuclear migration: beyond a hallmark of neurogenesis. Cell Mol Life Sci. 2012;69(16):2727‐2738. 10.1007/s00018-012-0952-2 22415322PMC11115108

[32] Molnar Z , Cheung AF . Towards the classification of subpopulations of layer V pyramidal projection neurons. Neurosci Res. 2006;55(2):105‐115. 10.1016/j.neures.2006.02.008 16542744

[33] Britanova O , de Juan RC , Cheung A , et al. Satb2 is a postmitotic determinant for upper‐layer neuron specification in the neocortex. Neuron. 2008;57(3):378‐392. 10.1016/j.neuron.2007.12.028 18255031

[34] Pollen AA , Bhaduri A , Andrews MG , et al. Establishing cerebral organoids as models of human‐specific brain evolution. Cell. 2019;176(4):743‐756. 10.1016/j.cell.2019.01.017 30735633PMC6544371

[35] Bonnefont J , Tiberi L , van den Ameele J , et al. Cortical neurogenesis requires bcl6‐mediated transcriptional repression of multiple self‐renewal‐promoting extrinsic pathways. Neuron. 2019;103(6):1096‐1108 e4. 10.1016/j.neuron.2019.06.027 31353074PMC6859502

[36] Kopan R , Ilagan MX . The canonical Notch signaling pathway: unfolding the activation mechanism. Cell. 2009;137(2):216‐233. 10.1016/j.cell.2009.03.045 19379690PMC2827930

[37] Ayeni JO , Audibert A , Fichelson P , Srayko M , Gho M , Campbell SD . G2 phase arrest prevents bristle progenitor self‐renewal and synchronizes cell division with cell fate differentiation. Development. 2016;143(7):1160‐1169. 10.1242/dev.134270 26893341

[38] Sturrock JE , Nunn JF . Mitosis in mammalian‐cells during exposure to anesthetics. Anesthesiology. 1975;43(1):21‐33. 10.1097/00000542-197507000-00004 1147307

[39] Del Dosso A , Urenda JP , Nguyen T , Quadrato G . Upgrading the physiological relevance of human brain organoids. Neuron. 2020;107(6):1014‐1028. 10.1016/j.neuron.2020.08.029 32970996PMC10042151

[40] Chhibber T , Bagchi S , Lahooti B , et al. CNS Organoids: an innovative tool for neurological disease modeling and drug neurotoxicity screening. Drug Discov Today. 2020;25(2):456‐465. 10.1016/j.drudis.2019.11.010 31783130PMC7039749

[41] Lee CT , Chen J , Kindberg AA , et al. CYP3A5 Mediates effects of cocaine on human neocorticogenesis: studies using an in vitro 3D self‐organized hPSC model with a single cortex‐like unit. Neuropsychopharmacology. 2017;42(3):774‐784. 10.1038/npp.2016.156 27534267PMC5240177

[42] Del Bene F , Wehman AM , Link BA , Baier H . Regulation of neurogenesis by interkinetic nuclear migration through an apical‐basal notch gradient. Cell. 2008;134(6):1055‐1065. 10.1016/j.cell.2008.07.017 18805097PMC2628487

[43] Zheng H , Dong Y , Xu Z , et al. Sevoflurane anesthesia in pregnant mice induces neurotoxicity in fetal and offspring mice. Anesthesiology. 2013;118(3):516‐526. 10.1097/ALN.0b013e3182834d5d 23314109PMC3580035

[44] der Van Veeken L , der Van Merwe J , Devroe S et al. Maternal surgery during pregnancy has a transient adverse effect on the developing fetal rabbit brain. Am J Obstet Gynecol. 2019;221(4):355.e1–355. 10.1016/j.ajog.2019.07.029 31336075

[45] Neudecker V , Perez‐Zoghbi JF , Coleman K , et al. Infant isoflurane exposure affects social behaviours, but does not impair specific cognitive domains in juvenile non‐human primates. Br J Anaesth. 2021;126(2):486‐499. 10.1016/j.bja.2020.10.015 33198945PMC8040121

[46] Raper J , De Biasio JC , Murphy KL , Alvarado MC , Baxter MG . Persistent alteration in behavioural reactivity to a mild social stressor in rhesus monkeys repeatedly exposed to sevoflurane in infancy. Br J Anaesth. 2018;120(4):761‐767. 10.1016/j.bja.2018.01.014 29576116PMC6200105

# Supplementary material for: Maternal sevoflurane exposure induces temporary defects in interkinetic nuclear migration of radial glial progenitors in the fetal cerebral cortex through the Notch signalling pathway
**Source:** Cell Prolif. 2021 May 6;54(6):e13042. doi: 10.1111/cpr.13042
**Supplement:** Supplementary file 6 — Supplementary Material

***Supplementary Information***

**Supplementary Table 1:** Reagents used in this study.

**Supplementary Table 2** Primers for RT-PCR used in this study.

***Supplementary Figure Legend***

**Supplementary Figure 1.** Maternal sevoflurane exposure induces alteration in RGP positioning during the neurogenic period. (A) Schematic diagram of the timing for sevoflurane exposure and analysis to assess the proliferation in the cortex. (B, D, F) Representative images of embryonic cortices from which were exposed to sevoflurane for 6hrs at E14.5 (B), E15.5 (D), and E16.5 (F) stained for BrdU in both Ctr and Sevo groups. The VZ surface is outlined by a dashed line. (C, E, G) Quantification of of BrdU+ cells distribution in each bin (the VZ was divided equally into 10 bins) at E14.5 (C), E15.5 (E) and E16.5 (G). Bin 1 starts from the apical surface. n=3 for each group. (H) Quantifications for the number of BrdU labeled cells on E14.5-E16.5. Data are presented as mean ± SEM. Scale bars represent 50μm.

**Supplementary Figure 2:** Maternal sevoflurane exposure did not affect upper-layer neurons generation and postnatal lamination in the cortex. (A, B) Quantifications for the number of BrdU+ cells and Ki67+ cells 24hrs after treatment in the Ctr and the Sevo group. n=3 for each group. (C) Representative images of embryonic cortices stained with BrdU, Pax6 and Tbr2 24hrs after treatment on E15.5. (D, E) Quantifications for the number of Pax6+ cells (D) and the number of Tbr2+ cells (E) 24hrs after treatment on E15.5 in the Ctr and the Sevo groups. n=3 for each group. (F, G) Quantifications for the ratio of Pax6+BrdU+/BrdU+ cells (F) and the ratio of Tbr2+BrdU+/BrdU+ cells (G) 24 hrs after treatment on E15.5 between the two groups. n=3 for each group. (H, I) Quantifications for the number of Satb2+ cells (H) and the number of Ctip2+ cells (I) after prenatal treatment in the Ctr and the Sevo groups at P0. n=3 for each group. Data are presented as mean ± SEM. Scale bars represent 50μm.

**Supplementary Figure 3:** Relative mRNA expression level of some neurogenesis-related DEGs after maternal sevoflurane exposure. (A, B) Some upregulated DEGs and downregulated DEGs that related with neurogenesis. (B, D) RT-PCR analysis to validate neurogenesis-related DEGs. n=3 for each group.

How the deposited data were processed for this re-analysis (not part of the article)

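RNA of the fetal cortex at E14.5 was measured by RNA-Seq in 3 samples of the Ctr group (100% O2 for 6 h) and 3 samples of the Sevo group (2.5% sevoflurane in 97.5% O2 for 6 h). Samples were assigned to the groups by their deposited labels, which agree in name with Fig. 4A of the paper. The paper's text does not state how many fetuses or litters make up a sample.

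The authors deposited TPM values, which they had computed per gene and per sample before deposit. Each sample's values add up to the same total and are rounded to 2 decimals, and genes at 0 in every sample are listed. The software that made the TPM is not given in the sources used here. The submitters' processing notes name Bowtie 0.12.2 and edgeR (without a version) and the builds mm8 and mm10, with no role for either build. The paper's methods name DESeq2 for the DEGs, with limits on the FDR and the log2 fold change, and these steps need counts that the TPM no longer hold. TPM keep no depth, so the number of reads per sample is unknown and no precision from counting can be given.

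The table has 56198 entries, of which 662 carry no gene name and 26584 named genes are at 0 in every sample. A further 27 gene names had been turned into dates by a spreadsheet and were restored from their Ensembl identifiers. The named genes with a mean of at least 1 TPM over the 6 samples, 14518 in number, were tested. Between 14485 and 15193 entries per sample reached 1 TPM, mitochondrially encoded genes took between 7.89% and 9.13% of the TPM, and entries without a name took between 0.753% and 3.32%. Positions, gene types, exon lengths and GC content came from GENCODE M21 on GRCm38 (mm10), matched by Ensembl identifier for 99.8% of the named genes. That annotation need not be the one behind the TPM, and it was used to describe genes, not to recompute values. Without strand information, the reads of genes whose exons overlap cannot be told apart, and genes with near-identical copies, such as histones, ribosomal proteins and Ccl21b, are uncertain for the same reason.

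The Sevo and Ctr groups were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), with an eBayes prior that follows mean abundance, a two-sided test and Benjamini-Hochberg adjustment over the genes tested. Exact permutation tests used all 10 splits of the 6 samples into 3 and 3. Groups of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over the 40 lists that had at least 4 tested genes. The lists cover the processes that the paper names, Notch components and targets, cell types of the cortex and its surroundings, stress responses and measures of RNA quality. They were written before the data were examined, from textbook knowledge rather than from gene ontology files. The processes that the paper names were found in these same samples, so tests of those lists are not independent of that result. Members were also adjusted over the list alone. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

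Genes to be named were fixed by a rule before the data were examined. It took every gene that the paper names and the RNA-Seq measures, the genes with the largest changes past an adjusted p of 0.05 (leaving out symbols made of Gm and a number), up to 2 of the most abundant members of each list in which none passed over all genes, and any member of the Notch lists. Not every gene that the rule took is named in the text. Genes named for passing over a list alone, the genes with the largest differences at an unadjusted p under 0.05, Gm44267 and genes named for their level in single samples were chosen after their values were seen.

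The gene and list tests were run first on 20 sets of simulated data with the means and spreads of the 14518 genes, in each of which 200 genes per size were changed. For changes of 0.5, 1 and 2 on the log2 scale, 26.1%, 78.1% and 98.0% were recovered at an adjusted p under 0.05 from limma, and 5.10% of called genes were unchanged ones. A list of 60 genes lowered by 0.25 was called in 20 of 20 sets, and an unchanged list in 0. The simulated genes varied independently of each other. In the real samples the correlation estimated within a list was 0.03578 for mRNA processing, 0.5671 for mitosis and 0.6385 for ribosomal proteins. The count of unchanged lists called in the simulation thus does not give the rate of false list calls here. The share of changed genes recovered also depends on how many genes were changed.

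Alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, no filter on low values, a minimum mean of 5 TPM, median centring, quantile normalization, TPM rescaled without mitochondrially encoded and haemoglobin genes, the replicate number as a block, eBayes without the trend, robust eBayes, sample weights, each sample left out in turn, an adjusted p under 0.01, a correlation estimated per list, fry, which tests a list against no change rather than against the other genes, and a loess on gene length taken out alone and with the block. After seeing the data, 3 were added, namely entries without a gene name included, a loess on GC content taken out, and camera with a variance that follows abundance. Gene ontology terms were not tested, because no ontology annotation was at hand. The qPCR, protein, imaging and behaviour data of the paper were not analysed here.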

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

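The test of pairs of neighbouring genes, and the count of called genes over splits without regard to direction, were chosen only after the values had been seen. With 10 splits of the 6 samples into 3 and 3, no result here can reach a share of splits under 0.05, so each is given with the value of the real split and the most extreme of the others.

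A signal in genes that the paper does not discuss came from Gm44267, the only gene past the adjustment (adjusted p = 0.000506, limma), with 20.4 ± 4.7 TPM (SD, n = 3) in the Ctr group and 0 in the Sevo group. Counted in either direction, the real split called 1 gene, and 7 of 10 splits called as many, the highest of the others 3. At an unadjusted p under 0.05 from limma, the real split had 2812 genes and the highest of the others 736, so that 1 of 10 splits had as many.

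Gm44267 belongs to a pattern of 126 genes, 77 higher and 49 lower in the Sevo group, with log2 differences beyond 1 and groups that did not overlap. The highest other split had 62 such genes, and 1 of 10 splits had as many as the real one. Of the 126 genes, 60 are protein coding. The others include processed pseudogenes (6 higher, 10 lower), antisense genes (7 higher, 5 lower) and small nuclear RNAs (4 higher). Reads shared between near-identical copies were not tested as a cause for the 126 genes. Reads shared with overlapping genes stay open, since 45.2% of these genes overlap an exon of another gene against 38.0% of the other tested genes, a ratio of 1.19 (Wilson 95% interval 0.968 to 1.42; two-sided Fisher's exact test, p = 0.117). A chromosome segment that differs between the litters stays open as a hypothesis, since 16 pairs of these genes lay within 1 Mb once genes listed with the same 6 values were counted once, against a median of 12 and an upper bound of 19 in 95% of 10000 random sets. With every copy counted, 126 genes rather than 122, there were 26 pairs against a median of 13 and a bound of 20. The paper's methods name no second strain of mice, and differences in sequence between the litters were not tested. An effect of the exposure stays open beside both, since the groups also differ in their dams.

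A signal beyond the genes that the paper discusses was the list of genes induced by hypoxia, with 30 entries tested, which fell (median log2 fold change -0.20, or -0.10 after median centring, adjusted p = 0.00922, limma's camera), with adjusted p from 0.000194 to 0.970 over its alternatives, 0.970 being the one with an estimated correlation, 0.106 with fry and 0.0856 without Sevo replicate 3. For this list the camera p was 0.00138 in the real split and 0.000513 in the lowest of the others, and 2 of 10 splits had one as small.

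The same kind of signal came from 78 genes of ribosomal proteins, which rose as a list (median log2 fold change 0.21, or 0.31 after median centring, adjusted p = 4.23e-14, limma's camera), with adjusted p from 3.4e-20 to 0.970 over its alternatives, 0.970 being the one with an estimated correlation, and 0.277 with fry. Its adjusted p from limma's camera was 2.91e-10 after a loess on gene length and 2.05e-14 after one on GC content. Its camera p was 1.06e-15 in the real split and 3.70e-12 in the lowest of the others, and 1 of 10 splits had one as small.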

How the results depend on the processing

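Across 22 alternatives set before the data were examined and 3 added after seeing them, the 6 counts of genes were within 1.5 times in 108 of 132 values, the 72 named genes kept their direction and side of the threshold in 1479 of 1511, and the 17 gene lists in 355 of 408. Where only fewer samples or genes entered a test, that is the change made; the cause was not tested for any other shift. DESeq2 and edgeR were not run, because the values used here hold no counts, and what depth limits cannot be said for TPM. Jag1 has no value at a minimum mean of 5 TPM, because its mean is lower. The mitosis and mRNA processing lists stayed past the threshold (limma's camera) under every alternative except an estimated correlation and, for mitosis, fry. Gm44267 was called under every alternative.

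The genes called at an adjusted p under 0.05 (limma), at any fold limit, were 0 higher and 1 lower. Sample weights gave 1 higher gene, Lncppara, and including entries without a gene name (chosen after seeing the data) gave 2 lower. Leaving out each sample in turn gave 0 to 3 higher and 1 to 4 lower, the highest without Sevo replicate 1. Slc15a4 passed without Ctr replicate 2 (adjusted p = 0.0243), with log2 fold changes from -2.72 to -1.90 over the samples left out. At an unadjusted p under 0.05, the higher share of 33.9% became 65.4% after median centring, 51.3% after quantile normalization, 50.1% after the loess on gene length and 52.1% after that on GC content.

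Among the lists (adjusted p, limma's camera unless named), an estimated correlation ended the calls of chromatin, kinetochore and mitosis (0.970 each) and of mRNA processing (0.715). With fry, chromatin (0.392), kinetochore (0.258) and mitosis (0.277) did not pass, neuron markers and Notch targets (0.904 each) pointed down, and nuclear migration machinery passed as lower (0.0294). Without a filter, Notch components (0.0342) and S phase (0.00313) passed as lower, and neuron markers (0.739) and Notch targets (0.884) pointed down. At a mean of at least 5 TPM, synapse organization passed (0.0189). With quantile normalization, neuron markers pointed down (0.993). With sample weights, S phase passed as lower (0.0355). With the loess on gene length, cation channels (0.0159) and synapse organization (0.00853) passed as higher, chromatin did not pass (0.0785) and Notch targets pointed down (0.993). With the loess on GC content, Notch targets pointed down (0.841).

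Over the samples left out in turn, adjusted p from limma's camera ran from 0.00211 to 0.978 for cation channels, 2.9e-05 to 0.209 for chromatin, 2.9e-05 to 0.107 for kinetochore, 0.0172 to 0.978 for neurotransmitter receptors, 0.578 to 0.995 for Notch targets, 0.00295 to 0.978 for S phase, 0.00684 to 0.531 for synapse organization, 0.0163 to 0.978 for vesicle transport, 0.014 to 0.978 for intermediate progenitors, 0.476 to 0.921 for neuron markers and 0.00211 to 0.0856 for hypoxia. The lists of vesicle transport, cation channels, receptors and synapse organization passed as higher without Sevo replicate 1 or without Ctr replicate 3, receptors also without Sevo replicate 2 (0.0402), while without Sevo replicate 3 none of the 4 passed, the vesicle list turned down and that of intermediate progenitors turned up. S phase passed as lower without Sevo replicate 2. Over the samples left out, log2 fold changes ran from -0.0822 to 0.134 for Notch1, -0.300 to 1.28 for Gphn, -0.203 to 0.111 for Gria2, -0.166 to 0.0659 for Hes5, -0.107 to 0.0784 for Pcna, -0.266 to 0.0086 for Vamp2 and -0.102 to 0.0108 for Zwint.

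Signs of small log2 fold changes turned after median centring for Gapdh (0.0051), Zwint (0.0631), Pcna (0.0916), Gria2 (0.0379) and Hes5 (0.0393), and after quantile normalization for Pcna (0.0014), Gria2 (0.0004), Hes5 (0.0032) and Tubb3 (-0.0226). They also turned with sample weights for Notch1 (-0.0237), after the loess on gene length for Zwint (0.0345), Pcna (0.0047) and Gria2 (0.0422), and after that on GC content for Zwint (0.0702), Pcna (0.0928) and Gria2 (0.0239).

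Neither the labels nor the paper say that the replicate numbers pair the samples, and no pairing was evident. With 3 samples per group, a small effect shared by samples of the same number cannot be excluded. Deviations from the group means of samples with the same number correlated at -0.0162, 0.0207 and 0.0149 across genes, and Ctr replicate 1 correlated best with Sevo replicate 3 (0.118). With the replicate block, 0 genes were higher and 1 lower, the mitosis list had an adjusted p of 2.81e-06 (limma's camera), and no other call changed. With both the loess on gene length and the replicate block, cation channels (0.0118) and synapse organization (0.00587) passed as higher, chromatin did not pass (0.0673), Notch targets pointed down (0.886), and Zwint (0.0345), Pcna (0.0047) and Gria2 (0.0422) turned positive.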

Differences from the paper's values

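For Bcl6, the paper's fold change of mRNA by qPCR in the Sevo group is nearly 4, and the fold change of TPM + 1 in the RNA-Seq samples was 1.89. Every alternative set before the data were examined left the values apart, with folds from 1.69 to 2.31. The 2 values come from different assays.

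For Jag1, the paper's qPCR level in the Sevo group relative to the Ctr group is about 0.38 in Fig. 5B, read by eye, and the ratio of TPM + 1 was 0.595. With pseudocounts of 0.1 and 0.01 the ratios were 0.527 and 0.518, without Ctr replicate 1 it was 0.563 and without Sevo replicate 2 it was 0.567, which are within the limit for a difference. The other alternatives set before the data were examined in which Jag1 was tested, with ratios from 0.586 to 0.637, are not.

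The paper states that Rbpj, Maml1 and Jag1 all fell by at least a stated share in its qPCR. Here the decrease of TPM + 1 was 23.6% for Rbpj, with 18.0% to 27.1% over the alternatives, below the paper's limit of 30%. This is too close to count as a difference, except with median centring (18.3%) and the loess on gene length (18.0%, with or without the replicate block). It was 32.2% for Maml1, with 24.0% to 36.5%, below that limit with median centring (27.4%), quantile normalization (27.9%), the loess on gene length (27.9%, with or without the replicate block) and without Sevo replicate 3 (24.0%). It was 40.5% for Jag1, with 36.3% to 48.2%, above it.

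The paper treats Bcl6, Rbpj, Maml1 and Jag1 as DEGs of its RNA-Seq, and shows DEGs in both directions in Fig. 4. The paper does not state how many there were. The paper's methods name DESeq2, which works on counts, so its calls and those made here on TPM come from unlike tests. At an adjusted p under 0.05 from limma, here with no fold limit, 0 genes were higher and 1 lower, and at most 3 were higher and 4 lower under any alternative. The number depends on the threshold, with 79 higher and 178 lower at an adjusted p under 0.1 from limma. None of the 4 genes that the paper names passed 0.05 under any alternative run. The directions of all 4 were those that the paper gives. The paper chose them from DEGs of this same RNA-Seq, so the shared direction is not independent support.

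The paper lists vesicle-mediated transport and cation transport among the terms of its upregulated genes. Lists written for these themes were not past the threshold here (adjusted p = 0.193 and 0.134, limma's camera). The vesicle list passed as higher without Ctr replicate 3 (0.0296) and without Sevo replicate 1 (0.0163). The cation list passed as higher in these same 2 settings (0.0296 and 0.00211) and with a loess on gene length taken out (0.0159, and 0.0118 with the replicate block). Without Sevo replicate 3 both were at 0.978, and the vesicle list pointed down. For its downregulated genes the paper lists mitotic cell cycle and kinetochore terms, and the mitosis and kinetochore lists fell here too (adjusted p = 1.46e-06 and 0.00210, limma's camera), though not past the threshold with an estimated correlation (0.970 each) or fry (0.277 and 0.258). The paper's terms come from these same samples, so this is not independent support.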

Other observations

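The comparison of the mitosis list with radial glial markers was chosen only after the lists had been seen, as was the loess on GC content as an alternative.

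Genes that respond to low oxygen, among them genes of glycolysis, were lower in the Sevo cortex as a list (adjusted p = 0.00922, limma's camera; adjusted p = 0.970 with an estimated correlation). Of the 30 entries tested for the hypoxia list, in which a gene symbol can stand on more than 1 entry, 27 had negative values, and 5 fell when adjusted over the list alone. These are Kdm3a, a histone demethylase (log2 fold change -0.59), Pfkfb3, which controls the rate of glycolysis (-0.78), Vegfa, the growth factor of blood vessels (-0.59), Hk2, a hexokinase (-0.66), and Eno1, an enolase (-0.33). Ldha, an abundant member, went from 435 ± 42 to 344 ± 39 TPM (SD, n = 3) and did not pass. Of the 16 glucocorticoid response genes tested, 9 had positive and 7 negative values, and none fell when adjusted over the list alone. In that adjustment 3 rose, namely Txnip, an inhibitor of thioredoxin (1.14), the metallothionein Mt2 (0.71) and Bcl6, while the list as a whole did not pass (adjusted p = 0.268, limma's camera). Bcl6 thus stands in this list too. Ribosomal protein genes lay higher as a list (adjusted p = 4.23e-14, limma's camera; adjusted p = 0.970 with an estimated correlation), with 74 of 78 above 0 and none past the threshold when adjusted over the list alone. Their most abundant members were Rpl13a, with 4774 ± 438 TPM in the Ctr group and 6373 ± 345 TPM in the Sevo group, and Rps24, with 3589 ± 233 and 4189 ± 85 TPM (SD, n = 3).

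Markers of tissues next to the cortex were uneven between samples. Ctr replicate 2 had the highest value of all 6 samples for 7 of 7 choroid plexus genes and 10 of 10 meningeal genes, with Ttr at 734 TPM against 0.48 to 19.6 TPM in the others. A list of ganglionic eminence genes had its highest value in Sevo replicate 2 for 13 of 19 members, among them Dlx2 at 41.9 TPM against 10.2 to 17.1 TPM. None of these 3 lists passed between the groups (adjusted p = 0.786 for meninges, 0.695 for choroid plexus and 0.244 for the eminence, limma's camera). Xist was at 174 TPM in Ctr replicate 2 and 141 TPM in Sevo replicate 1 and at most 0.22 TPM elsewhere, and the Y-linked gene Ddx3y was at 0 in these 2 samples and between 14.7 and 21.8 TPM in the other 4. By these genes, each group thus holds 1 female sample, and its other samples are male. Leaving either female sample out is among the alternatives. It leaves that group with male samples only, so runs without Ctr replicate 2 or Sevo replicate 1 are uneven in sex. The small nuclear RNA Rn7sk had 64.7 to 140 TPM in the Ctr group and 256 to 334 TPM in the Sevo group.

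The mitosis list fell by a median of -0.27, or -0.17 after median centring, a call lost with an estimated correlation (adjusted p = 0.970). A bias by gene length or GC content as the whole cause is argued against, since the median was -0.21 (adjusted p = 5e-06, limma's camera) after a loess on length and -0.19 (adjusted p = 2.2e-05) after one on GC content. A lower share of radial glial progenitors cannot be told apart from a lower expression of mitosis genes in each cell, because the list's mean minus that of radial glial markers differed by -0.142 between the groups (standard error 0.0731), between the bounds set for either. With 10 splits no share under 0.05 is possible, and 2 of 10 had a camera p as small, with 1.09e-07 in the real split and 4.86e-15 in the lowest other one, which set Ctr replicates 1 and 2 and Sevo replicate 2 against the rest. An effect of the exposure on the cell cycle may be part of the pattern, as may a structure of the samples that this other split follows.

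The mRNA processing list fell by a median of -0.23, a call lost with an estimated correlation (adjusted p = 0.715). It kept a median of -0.15 (adjusted p = 5.96e-05, limma's camera) after the loess on gene length, -0.13 (adjusted p = 2.38e-05) after that on GC content and -0.13 (adjusted p = 4.28e-06) after median centring, which argues against each of these as the whole cause. Centring moves all genes of a sample alike, so it bears on the median and not on the camera test, which compares the list with other genes. Too few splits exist for a share under 0.05; the real one had a camera p of 5.16e-08 and the lowest other one 6.79e-05, so that 1 of 10 had one as small. As hypotheses, an effect of the exposure or of the litters may underlie it. The litters behind the RNA samples are not stated, so these hypotheses cannot be told apart here. RNA quality was not tested as a cause either. Of the lists kept as its measures, the means of ribosomal protein and histone genes separated the groups. Those of mitochondrially encoded genes and long nuclear RNAs did not.

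For the kinetochore list, 2 of 10 splits had a camera p as small as the real one, 0.000210, and the lowest other was 2.62e-06. For the chromatin list, 4 of 10 had one as small as 0.00114, and the lowest other was 2.63e-07. Both calls are lost with an estimated correlation (adjusted p = 0.970 each), and both of these counts are of splits too few for a share under 0.05.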
